# Renal fibroblasts are involved in fibrogenic changes in kidney fibrosis associated with dysfunctional telomeres

**DOI:** 10.1038/s12276-024-01318-8

**Published:** 2024-10-01

**Authors:** Sarita Saraswati, Paula Martínez, Rosa Serrano, Diego Mejías, Osvaldo Graña-Castro, Ruth Álvarez Díaz, Maria A. Blasco

**Keywords:** Mechanisms of disease, Gene expression

## Abstract

Tubulointerstitial fibrosis associated with chronic kidney disease (CKD) represents a global health care problem. We previously reported that short and dysfunctional telomeres lead to interstitial renal fibrosis; however, the cell-of-origin of kidney fibrosis associated with telomere dysfunction is currently unknown. We induced telomere dysfunction by deleting the *Trf1* gene encoding a telomere-binding factor specifically in renal fibroblasts in both short-term and long-term life-long experiments in mice to identify the role of fibroblasts in renal fibrosis. Short-term *Trf1* deletion in renal fibroblasts was not sufficient to trigger kidney fibrosis but was sufficient to induce inflammatory responses, ECM deposition, cell cycle arrest, fibrogenesis, and vascular rarefaction. However, long-term persistent deletion of *Trf1* in fibroblasts resulted in kidney fibrosis accompanied by an elevated urinary albumin-to-creatinine ratio (uACR) and a decrease in mouse survival. These cellular responses lead to the macrophage-to-myofibroblast transition (MMT), endothelial-to-mesenchymal transition (EndMT), and partial epithelial-to-mesenchymal transition (EMT), ultimately causing kidney fibrosis at the humane endpoint (HEP) when the deletion of *Trf1* in fibroblasts is maintained throughout the lifespan of mice. Our findings contribute to a better understanding of the role of dysfunctional telomeres in the onset of the profibrotic alterations that lead to kidney fibrosis.

## Fibroblast telomere dysfunction: key driver of kidney fibrosis

Chronic kidney disease, a condition that can lead to kidney failure and death, affects millions worldwide. It’s characterized by kidney fibrosis, a process where healthy kidney tissue becomes scar tissue. The exact cells that start this process were unknown. Researchers studied the role of a protein called TRF1, which protects the ends of chromosomes, in kidney fibroblasts, cells that make connective tissue. They removed TRF1 from these cells in mice and observed the effects. Results showed that removing TRF1 from fibroblasts increased fibrosis, inflammation, and kidney damage. Specifically, fibroblasts without TRF1 were more likely to change into myofibroblasts, leading to more scar tissue. Study concluded that TRF1 is vital in preventing kidney fibrosis by keeping fibroblasts healthy. This finding improves our understanding of CKD and suggests potential treatments targeting fibroblasts and TRF1 to fight kidney fibrosis.

This summary was initially drafted using artificial intelligence, then revised and fact-checked by the author.

## Introduction

Chronic kidney disease (CKD) has emerged as one of the leading causes of mortality worldwide, affecting more than 10% of the world’s population (between 700 million and one billion people)^1,2^. Renal fibrosis is characterized by a slow deterioration of the functional renal parenchyma, and this sustained kidney dysfunction is associated with irreversible loss of kidney cells and nephrons, a hallmark of CKD, which can ultimately lead to end-stage renal disease (ESRD)^3,4^. Resident fibroblasts are considered as the main cellular sources of scar-forming myofibroblasts responsible for ECM deposition, leading to kidney fibrosis^5,6^.

Telomeres are heterochromatic structures localized at linear chromosome ends that are essential for chromosome stability^7–9^. Telomeres are bound by a specialized complex known as shelterin, which functions in regulating telomere length and protecting telomeres from the DNA damage response (DDR) by masking the chromosome ends from the DNA repair machinery through repression of the ATM and ATR signaling pathways^10^. The shelterin complex is composed of six proteins: telomeric repeat binding factors 1 and 2 (TRF1 and TRF2), TRF1-interacting protein 2 (TIN2), protection of telomeres protein 1 (POT1), POT1-interacting protein (TPP1), and repressor/activator protein 1 (RAP1)^8,9,11^. The telomerase complex is composed of a reverse transcriptase subunit (TERT) and an RNA component (*Terc*), which is used as a template for the de novo addition of telomeric repeats^7^. Telomerase is highly expressed during early embryonic development and in pluripotent stem cells, but its expression is downregulated in the majority of adult cell types, thus leading to telomere shortening associated with cell division and aging. Indeed, telomere shortening has been proposed as one of the hallmarks of aging^11^. Interestingly, a number of diseases are associated with faster telomere shortening with aging due to mutations in telomerase and other telomere components, including pulmonary and kidney fibrosis, known as telomere syndrome^12–14^. Using mouse models, we showed that telomere shortening associated with either telomerase deficiency or telomere dysfunction due to depletion of the TRF1 protein in the shelterin complex was sufficient to induce interstitial fibrosis in the lungs, similar to the findings from human patients carrying mutations in telomere genes. *Trf1* deletion has also been shown to be sufficient to induce pulmonary fibrosis^12,15,16^ and bone marrow failure^17^. Telomere dysfunction is also associated with a loss of renal function^18,19^. In addition, critical telomere shortening in the kidney leads to increased senescence and apoptosis in response to injury^20–22^.

We have previously shown that short telomeres sensitize the kidney to developing fibrosis and that genetic ablation of *Trf1* leads to the acquisition of a mesenchymal phenotype, that has been associated with renal fibrosis, recapitulating human disease^14^. However, the cells of origin of kidney fibrosis associated with telomere dysfunction remain unknown.

In this work, we aimed to address the role of TRF1 in kidney fibroblasts, given its significant role as one of the initiator cells of renal interstitial fibrosis. We showed that short-term *Trf1* deletion in fibroblasts per se does not cause renal fibrosis but rather induces fibrogenesis and inflammation and triggers a cascade of events that result in the transition of fibroblasts to myofibroblasts via the macrophage-to-myofibroblast transition (MMT), partial epithelial-to-mesenchymal transition (EMT), and endothelial-to-mesenchymal transition (EndMT). *Trf1* deletion in fibroblasts contributes to epithelial and endothelial dysfunction and causes hypoxia and G2/M arrest in the kidney. Interestingly, long-term TRF1 depletion causes fibroblasts to acquire an exorbitant mesenchymal phenotype via the MMT, EMT and EndMT, causing extracellular matrix deposition and leading to renal fibrosis, with an increased urine albumin‒creatinine ratio (uACR) and a decline in survival rates.

## Materials and methods

### Mice and animal procedures

*Trf1*^*flox/flox*^ mice were generated as previously described^23^. *Trf1*^*flox/flox*^ mice were crossed with transgenic mice expressing *Cre*^*ERT2*^ under the control of the *Col1a2* promoter to conditionally delete *Trf1* in fibroblasts, as well as with transgenic mice harboring the Katushka fluorescent protein (KFP)-encoding gene that contains a stop cassette flanked by lox sequences, the *KFP*^*CAG-lox-STOP-lox*^ allele^24,25^ (Supplementary Fig. 1a). Tamoxifen (TMX) (Sigma–Aldrich, St.Louis, MO, US; T-5648-1G) was intraperitoneally (*i.p*.) injected into six- to eight-week-old male and female *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice three times a week for a duration of 8 weeks to allow the mice to recover between doses (Fig. 1a). Blood and urine samples were collected every two weeks. In another cohort, the mice received tamoxifen three times a week for 8 weeks, followed by once a week until the humane endpoint (HEP) was reached (Fig. 6a). Blood and urine samples were collected every month. The mice were euthanized after 8 weeks and at the HEP, and the kidneys were perfused with ice-cold PBS and harvested. For folic acid (FA)-induced nephropathy, a single intraperitoneal injection of FA at a low dose of 125 mg kg^−1^ body weight or 0.3 M NaHCO_3_ (200 µl) was injected into *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice after an 8-week period of TMA administration (Fig. 7a). Blood was collected on days 0, 2, 7 and 14 after FA injection. The mice were euthanized on day 14, and the kidneys were perfused with cold PBS and harvested. Blood samples were analyzed via the VetScan VS2 Comprehensive Diagnostic Profile Kit, and urine albumin and creatinine levels were analyzed using the Mouse Albumin ELISA Kit (MO-MSAKT) and Creatinine Assay Kit (ab65340), respectively.

**Fig. 1:**
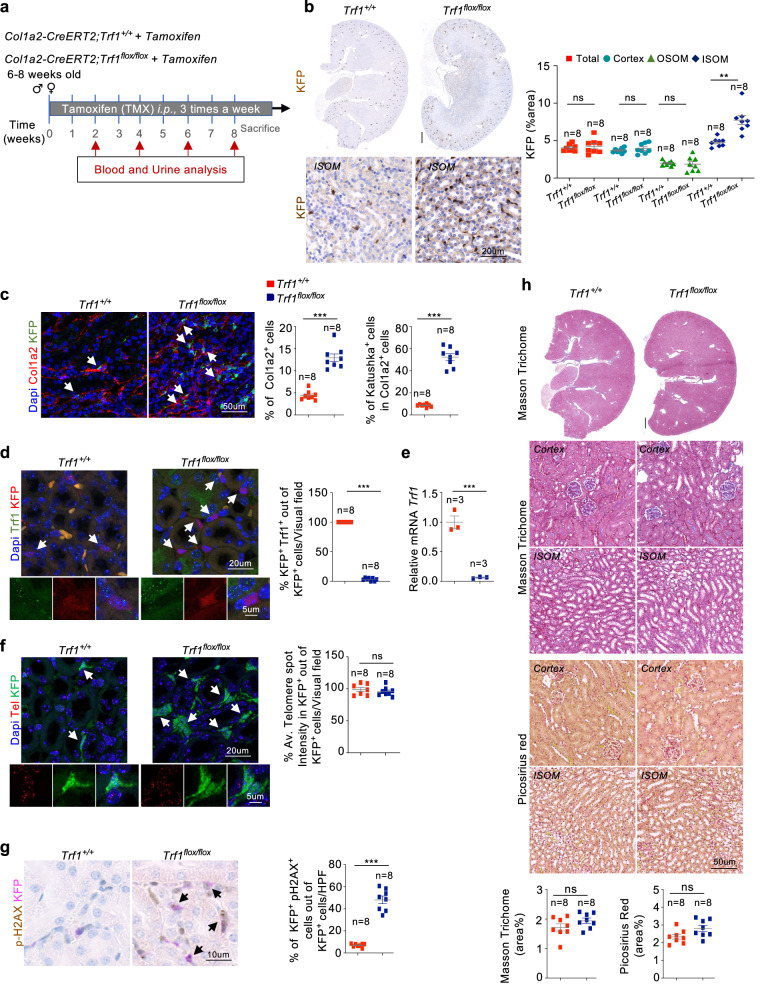
Conditional deletion of *Trf1* in fibroblasts. **a** Schematic of the experimental approach. **b** Representative images of immunostaining and quantification of KFP-positive cells (whole kidney, upper panel; magnified view, lower panel) in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Scale bars, 500 μm. **c** Representative images of immunofluorescence staining for Col1a2 (red) and KFP (green) and quantification of the Col1a2^+^ area (whole kidney section) and Col1a2^+^KFP^+^ cells (six to eight visual fields) among Col1a2^+^ cells in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **d** Representative images of immunofluorescence staining (six to eight visual fields) for Trf1 (green) and KFP (red) and quantification of the percentage of double KFP^+^TRF1^+^ fibroblasts in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **e** Relative mRNA expression of *Trf1* in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. For all groups, *n* = 3 mice in each group. **f** Representative images (six to eight visual fields) of telomeric immuno-qFISH in KFP^+^ fibroblasts (Cy3Tel probe (red), KFP^+^ cells (green)) and quantification of the mean telomere spot intensity in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **g** Representative images of immunostaining (15–20 visual fields) and quantification of p-H2AX^+^ KFP^+^ cells in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys**. h** Representative images (15–20 visual fields) and quantification of Masson’s trichrome and Picrosirius red staining in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Scale bars, 500 μm. Nuclei are stained with DAPI (blue). The data are presented as the means ± SEMs. An unpaired, two-tailed Student’s *t* test was used. *p < 0.05, **p < 0.01, and ***p < 0.001. The number of mice analyzed per genotype is *n* = 8, if not indicated.

All experiments and animal procedures were approved by our Institutional Animal Care and Use Committee (IACUC) (IACUC.022-2018, CBA_03_2019), by the Ethics Committee for Research and Animal Welfare (CEIyBA) (CBA 03-2019-v2) from the Instituto de Salud Carlos III, and by Consejería de Medio Ambiente, Administración Local y Ordenación del Territorio (Comunidad de Madrid) (PROEX 100/19). All experiments and animal procedures were performed in accordance with the guidelines stated in the International Guiding Principles for Biomedical Research Involving Animals, developed by the Council for International Organizations of Medical Sciences (CIOMS). The animals were bred and maintained under specific pathogen-free (SPF) conditions in laminar flow cages with a 12-hour light/dark cycle and were fed *ad libitum* at the CNIO animal facility in accordance with the recommendations of the Federation of European Laboratory Animal Science Associations (FELASA).

### Histopathological analyses, immunohistochemical and immunofluorescence staining

Kidneys were fixed with 4% formaldehyde, embedded in paraffin and OCT (Tissue-Tek, 4583), and cut into 5–7 μm sections for the histopathological evaluation, immunohistochemistry (IHC) or immunofluorescence (IF) staining. Hematoxylin and eosin (H&E) staining was performed for the histopathological evaluation. Masson’s trichome and Picosirius red stainings were used to evaluate collagen deposition, and periodic acid–Schiff plus diastase (PAS + D) was used to evaluate tubular damage. Formalin-fixed, paraffin-embedded kidney sections were deparaffinized and rehydrated. Antigen retrieval was performed at 98 °C for 15 min in 10 mM citrate buffer (pH 6), after which the samples were incubated with primary antibodies and appropriate horseradish peroxidase (HRP)-conjugated secondary antibodies or Alexa Fluor-conjugated antibodies.

The following antibodies were used for immunohistochemistry: rabbit turbo-RFP (EVN-AB233, Evrogen; 1:3000), mouse smooth muscle actin (Clone 1A4, IR611, Dako; ready to use), rabbit F4/80 (BLR209K, A700-209, Bethyl; 1:100), rabbit phospho-Histone H3 (ser10, 06-570, Millipore; 1:500), mouse phospho-Histone H2AX (Ser 139, 05-636, Millipore; 1:25000), rabbit NF-kB p65 (Clone C-20, Santa Cruz Biotechnology, 1:300), mouse IL-6 (Clone 1.2-2B11-2G10, ab9324, Abcam, 1:3000), rabbit Jak2 (phospho Y1007 + Y1008 (Clone 1E132, ab32101, Abcam, 1:200), rabbit phospho-Stat3 (Tyr705) (Clone D3A7, 9145, Cell Signaling; 1:50), rabbit CD31 (Clone EPR17259, ab182981, Abcam; 1:2000), rat Hif-1 alpha (Clone 343B, CNIO Monoclonal Antibodies Core Unit, Madrid, Spain, 1:30), rabbit Collagen type 1 (AB765P, Sigma–Aldrich; 1:600), rabbit Vegfr2 (Clone 55B11, 2479, Cell Signaling; 1:200), rabbit Vimentin (Clone D21H3, 5741, Cell Signaling; 1:50), mouse Glut1 (Clone SPM498, ab40084, Abcam, 1:250).

For immunofluorescence staining, rabbit turbo-RFP (EVN-AB233, EVROGEN, 1:200), mouse COL1A2 (Clone E-6, SC-393573, Santa Cruz Biotechnology, 1:400), rat TRF1 (Clone 572 C, CNIO Monoclonal Antibodies Core Unit, Madrid, Spain, 1:400), goat 53BP1 (PLA0303-100UL, Bethyl; 1:400), rat F4/80 (MCA497; AbD Serotec 1:400), mouse α-SMA-Cy3 (C6198, Sigma–Aldrich; 1:400), rat E-cadherin (Clone DECMA-1, ab11512, Abcam; 1:200), rabbit Snail+Slug (ab180714, Abcam; 1:200), rat Cd31 (Clone MEC 13.3, 553370, BD Biosciences; 1:400), and mouse Cd206 (Clone MR5D, MCA2235F, Bio-Rad; 1:200) antibodies were used. For the dextran permeability assay, the mice were injected i.v. with 50 µl of 2 mg/ml 70 kDa FITC-dextran (Sigma–Aldrich, 90718) before sacrifice, and the kidney sections were directly visualized as formalin-fixed, paraffin-embedded sections. The sections were blocked with 3% bovine serum albumin (BSA) in PBS for 2 h and incubated overnight with anti-CD31 (Clone MEC 13.3, 553370, BD Biosciences; 1:400) and rabbit turbo-RFP (EVN-AB233, EVROGEN; 1:400) antibodies and subsequently with anti-rat Alexa Fluor 555 (A21434, Invitrogen; 1:400) and anti-rabbit Alexa Fluor 647 (A21443, Invitrogen; 1:400) antibodies for 2 h. DAPI was used for nuclear staining. All the immunohistochemistry images were scanned with a Mirax 3D Histech scanner, whereas the immunofluorescence images were captured with a TCS SP8 STED 3X (Leica Microsystems) microscope.

The percentages of positively stained areas detected using immunohistochemistry and immunofluorescence staining were quantified with NIH ImageJ (v1.52n) or Qupath (v0.4.1) software.

### Telomere q-FISH analyses

The telomere quantitative-FISH determination of paraffin-embedded tissue sections was performed as described previously^12,14^. After deparaffinization and rehydration, the tissues were subjected to antigen retrieval in 10 mM sodium citrate buffer, and permeabilization was performed in 0.5% Triton X-100 in PBS for 3 h. Next, the tissues were washed 3 × 5 min with 1X PBS, fixed with 4% formaldehyde for 5 min, washed 3 × 5 min with PBS and dehydrated in a 70%–90%–100% ethanol series (5 min each). After 10 min of air drying, 30 μl of the telomere probe mixture (10 mM Tris-Cl (pH 7), 25 mM MgCl_2_, 9 mM citric acid, 82 mM Na_2_HPO_4_, 70% deionized formamide (Sigma), 0.25% blocking reagent (Roche) and 0.5 μg ml^−1^ telomeric PNA probe (Panagene)) was added to each slide. A coverslip was added, and the sections were incubated for 3 min at 85 °C and for an additional 2 h at room temperature in a wet chamber in the dark. The sections were washed twice for 15 min each with 10 mM Tris-Cl (pH 7) and 0.1% BSA in 70% formamide with vigorous shaking and then three times for 5 min each with TBS containing 0.08% Tween 20. The sections were blocked with 3% BSA for 2 h and incubated with a rabbit turbo-RFP (EVN-AB233, EVROGEN, 1:200) antibody overnight at 4 °C for immuno-q-FISH. The sections were washed with PBS (0.5% tween) three times for 15 min each, incubated with an Alexa Fluor 647-conjugated anti-rabbit secondary antibody (A21443, Invitrogen; 1:400) for 2 hours and mounted with Vectashield medium (Vector). DAPI was used for nuclear staining. Using the same protocol, immuno-telomere-q-FISH with the DNA damage marker 53BP1 (PLA0303-100UL, Bethyl; 1:400) was performed to identify telomeric induced foci (TIF) in rabbit turbo-RFP (EVN-AB233, EVROGEN, 1:200)-positive cells. Confocal images were acquired as stacks every 1 μm for a total of 5 μm using a Leica SP8 confocal microscope. The telomere signal intensity was quantified using Definiens software.

### Cell sorting

*Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys were collected in ice-cold PBS, minced, and digested with 2.5 mg/ml type I collagenase (Thermo Fisher, 17100017), 2.5 mg/ml dispase II (Thermo Fisher, 17105041), and 50 ng/ml DNase I (Roche, 10104159001) at 37 °C for 20 min to create a homogeneous cell suspension to isolate the fibroblast subpopulation. The cell suspensions were passed through a 70 μm filter (Cultek, 45352350) to remove any undigested tissue. The cell suspensions and blood samples were incubated for 10 min on ice in blood erythrocyte lysis buffer (Qiagen, 79217) to remove erythroid cells. Before analysis, the cell suspensions were treated with 0.04% ultrapure BSA in PBS (Thermo Fisher, AM216). The cells were incubated at 4 °C for 30 min with anti-mouse CD29-PE (clone: HMB1-1, 1:00) (Milteneyi Biotec, 130-102-994) and anti-t-RFP (EVN-AB233, Evrogen; 1:00) for fibroblast isolation. An Alexa Fluor 647-conjugated chicken anti-rabbit antibody (A21443; Invitrogen; 1:400) was used as the secondary antibody for t-RFP. Isolated cells were mixed with NEBNext^®^ Cell Lysis Buffer (New England Biolabs, E6428A) and murine RNase Inhibitor (New England Biolabs, E6429A) in DNA LoBIND tubes (Eppendorf, 0030108051), and then analyzed using a BD FACSAria IIu cell sorter (BD Biosciences) at the Flow Cytometry Core Unit, CNIO.

### RNA-seq and analysis

A total of 500 FACS-sorted cells from both *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys were processed with the NEBNext Single Cell/Low Input RNA Library Prep Kit (New England Biolabs, E6420) according to the manufacturer’s instructions. Briefly, extracts obtained from samples suspended in cell lysis buffer were subjected to oligo(dT)-primed reverse transcription with a template-switching reaction. Double-stranded cDNA production was performed via limited-cycle PCR. The sequencing libraries were completed with the NEBNext Ultra II FS DNA Library Prep Kit for Illumina (New England Biolabs, E7805) and subsequently analyzed on an Illumina instrument (see below) according to the manufacturer’s protocols. (These libraries are non-directional or non-stranded.) The resulting purified cDNA libraries were applied to an Illumina flow cell for cluster generation and sequenced on an Illumina NextSeq 550 instrument (with v2.5 reagent kits) according to the manufacturer’s protocols. Raw images generated by the sequencer were submitted for analysis, per-cycle base calling and quality score assignment with Illumina’s real-time analysis (RTA)-integrated primary analysis software. BCL (base call) binary files were subsequently converted to FASTQ format with the Local Run Manager GenerateFASTQ Analysis Module (Illumina). Read adaptors and poly(A) tails were removed with the command ‘bbduk.sh’ according to the Lexogen recommendations. Processed reads were then analyzed with the Nextpresso pipeline^26^. Sequencing quality was checked with FastQC v0.11.7 (https://www.bioinformatics.babraham.ac.uk/projects/fastqc/). Reads were aligned to the mouse reference genome (GRCm38) with TopHat (v2.0.10)^27^ using Bowtie (v1.0.0)^28^ and SAMtools (v0.1.19)^29^ (--librarytype: fr-second strand in TopHat), allowing three mismatches and twenty multihits. Read counts were obtained with HTSeq-count (v0.6.1)^30^ using the mouse gene annotation from GENCODE (GRCm38; vM20 Ensembl 95). GSEAPreranked was used to perform GSEA for several gene signatures with a preranked gene list, setting 1000 gene set permutations^31^. Only those gene sets with significant enrichment levels (FDR *q* value < 0.25) were considered. The RNA-seq files with raw and processed data are available from Gene Expression Omnibus (GEO) with the following ID: GSE232874.

### RT‒qPCR and ELISA

Nearly 40,000 FACS-isolated KFP^+^ cells from the *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys were collected in RLT buffer and processed for total RNA extraction with the RNeasy Micro Kit (Qiagen) according to the manufacturer’s instructions. cDNA was synthesized with 1 μg of total RNA, cDNA synthesis mix (BioMake), and oligo-dT primers. Gene expression was measured via a real-time PCR assay (BioMake) and a 7900HT real-time PCR system (Applied Biosystems). The relative amount of mRNA to the internal control was calculated as 2^∆CT^, in which ∆CT = ∆CT_experimental_ − ∆CT_control_. The genes and primers used are listed in Supplementary Table 1 (F: forward; R: reverse primer). Approximately 20,000 FACS-isolated KFP^+^ cells from *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys were collected under sterile conditions in PBS. The cells were plated in dishes coated with 1% gelatin and cultured in DMEM (Thermo Fischer Scientific, 11966025) supplemented with 20% FBS (Sigma–Aldrich, F7524) and 100 IU ml^–1^ penicillin/streptomycin (Thermo Fischer Scientific, 15070063) for 48 hours. The supernatant was collected and used for ELISAs. Mouse TNF-alpha, IL1-beta, IL-6 and pSTAT3 levels were determined using mouse TNF-α quantitative ELISA kit (R and D Systems, MTA00B), an IL-1 beta/IL-1F2 quantitative ELISA kit (R and D Systems, MLB00C), a mouse IL-6 quantitative ELISA kit (R and D Systems, M6000B) and a PathScan^®^ phospho-Stat3 (Tyr705) sandwich ELISA kit (Cell Signaling, 7300), respectively, according to the manufacturers’ instructions.

### Statistics

No statistical methods were used to predetermine sample sizes, but our sample sizes are similar to those reported previously^32^. The mice were randomly allocated to groups, and the investigators were blinded to the group allocations. Our sample sizes corresponded to the number of mice used for each experiment, as indicated. For single IHC staining, whole kidneys were quantified. For double staining, the whole scanned kidney section comprising 15–20 areas were quantified. For the immunofluorescence analysis, 6 to 10 images were collected from each individual. The data distribution was assumed to be normal, but this parameter was not formally tested. No data points or mice were excluded from the analyses. When comparisons were performed between two experimental groups, unpaired two-tailed Student’s *t* test was used. Overall survival was assessed via Kaplan–Meier survival curves using the log rank (Mantel–Cox) test. Statistical significance was defined as *P* < 0.05.

## Results

### Transient *Trf1* deletion in renal fibroblasts does not affect kidney function or cause kidney fibrosis but promotes fibrogenesis and inflammation

We induced short-term telomere dysfunction in fibroblasts by genetically deleting the shelterin component *Trf1* in these cells to explore whether telomere dysfunction in kidney fibroblasts contributes to kidney fibrosis. After an 8-week regimen of TMX treatment, KFP^+^ cells (fibroblast-expressing cells) were detected in the kidney interstitium, and a significant increase in the inner stripe of the outer medulla (ISOM) was detected in *Trf1*^*lox/lox*^ mice (Fig. 1b). However, no alterations in the percentage of KFP^+^ cells in the cortex or the outer stripe of the medulla (OSOM) were detected between *Trf1*^*lox/lox*^ and *Trf1*^*+/+*^ mice (Fig. 1b). Consequently, we focused on the effect of TRF1 depletion in the ISOM region of the kidneys, where the greatest number of KFP+ cells was detected in *Trf1*^*lox/lox*^ and *Trf1*^*+/+*^ mice. A 3-fold increase in global Col1a2^+^ cells, with all KFP^+^ cells positive for Col1a2^+^, and a 6-fold increase in Col1a2^+^KFP^+^ cells were observed in *Trf1*^*lox/lox*^ mice compared to *Trf1*^*+/+*^ mice (Fig. 1c). Immunofluorescence staining with anti-TRF1 and anti-t-RFP antibodies revealed that all KFP^+^ cells in the kidneys of *Trf1*^*lox/lox*^ mice were negative for TRF1 (Fig. 1d). Furthermore, real-time qPCR (RT‒qPCR) analysis confirmed the fibroblast-specific deletion of *Trf1* in *Trf1*^*flox/flox*^ mice (Fig. 1e).

We conducted telomere q-FISH to quantify the mean telomere intensity in KFP^+^ cells and assess the impact of *Trf1* deletion on the telomere length^12^. No significant difference in telomere fluorescence was detected between *Trf1*^*flox/flox*^ and *Trf1*^*+/+*^ mice (Fig. 1f), although a 7-fold increase in the percentage of KFP^+^p-H2AX ^+^ cells was detected in *Trf1*^*flox/flox*^ mice (Fig. 1g). Notably, no alterations in body weight, kidney-to-body weight ratios, or markers of renal dysfunction, such as blood creatinine and blood urea nitrogen (BUN) levels and the urinary albumin-to-creatinine ratio (uACR), were detected at 8 weeks after *Trf1* deletion in fibroblasts (Supplementary Fig. 1b–f). Consistent with these findings, Masson’s trichrome and Picosirius red staining revealed no signs of cortical or interstitial fibrosis in the kidneys of *Trf1*^*flox/flox*^ mice compared with those of *Trf1*^*+/+*^ mice (Fig. 1h). All the other organs studied, including the liver, lung and heart, did not display histological abnormalities (Supplementary Fig. 1g).

As an indicator of myofibroblast activation and fibrosis, we observed increased numbers of *α*-SMA^+^ myofibroblasts in *Trf1*^*flox/flox*^ mice, indicating the transition of fibroblasts to myofibroblasts as a consequence of *Trf1* deletion (Fig. 2a). Increased numbers of F4/80^+^ macrophages were also observed in *Trf1*^*flox/flox*^ mice, indicating increased inflammation (Fig. 2b). RT‒qPCR analysis further confirmed the upregulation of *Acta2* (which encodes αSMA) and *Emr1* (which encodes F4/80) mRNA levels in *Trf1*^*flox/flox*^ mice compared with those in *Trf1*^*+/+*^ mice (Fig. 2c).

**Fig. 2:**
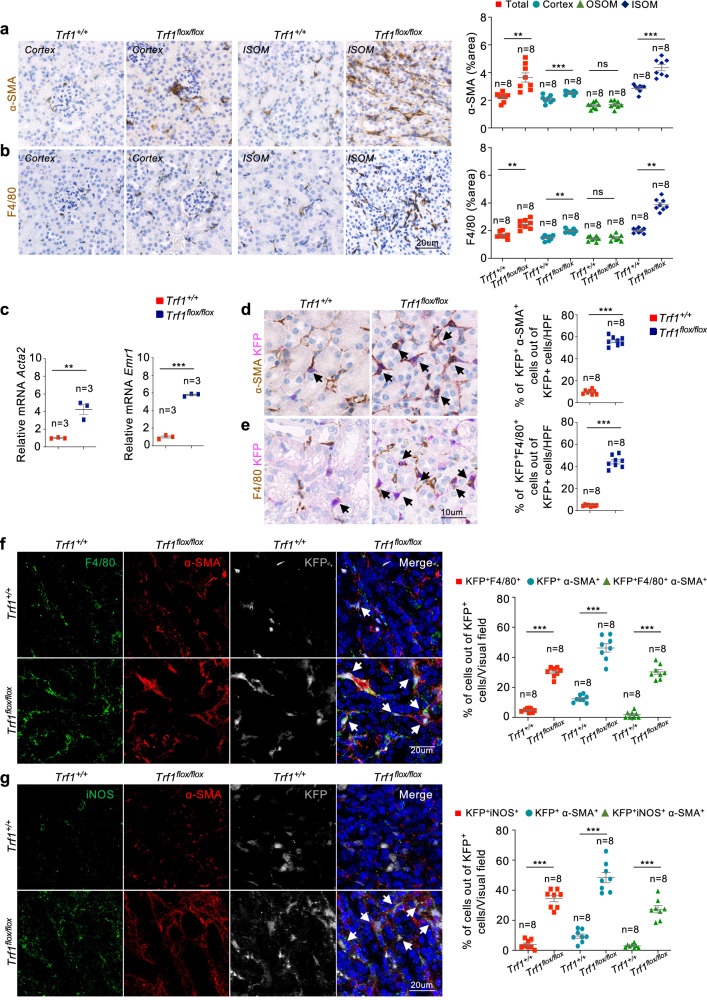
Deletion of Trf1 in fibroblasts induces fibrogenesis and inflammation coincident with the macrophage-to-mesenchymal transition (MMT). Representative images of immunostaining (15–20 visual fields) and quantification of **a** α-SMA and **b** F4/80 expression in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **c** Relative mRNA expression of *Acta2* and *Emr1* in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. For all groups, *n* = 3 mice in each group. **d** Representative images of immunostaining (15–20 visual fields) and quantification of (**d**) α-SMA^+^KFP^+^ and (**e**) F4/80^+^KFP^+^ cells in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **f** Representative images (six to eight visual fields) and quantification of immunolabeling for F4/80, α-SMA and KFP in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **g** Representative images (six to eight visual fields) and quantification of immunolabeling for iNOS, α-SMA and KFP in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Nuclei are stained with DAPI (blue). The data are presented as the means ± SEMs. An unpaired, two-tailed Student’s *t* test was used. *p < 0.05, **p < 0.01, and ***p < 0.001. The number of mice analyzed per genotype is n = 8, if not indicated.

### *Trf1* deletion in renal fibroblasts induces the macrophage-to-myofibroblast transition

Next, we examined the expression of α-SMA and F4/80 in combination with Katushka (KFP, Cre-reporter) to specifically detect TRF1-deleted cells in the interstitium of the kidneys. Immunostaining revealed 6- and 9-fold increases in the numbers α-SMA^+^KFP^+^ and F4/80^+^KFP^+^ cells, respectively, in *Trf1*^*flox/flox*^ mice, indicating increased ECM levels and inflammation in *Trf1*-deleted cells (Fig. 2d, e). The MMT has been identified as a mechanism underlying chronic inflammation leading to progressive fibrosis. Upon injury, monocytes/macrophages infiltrate the renal tissue and undergo a transition to myofibroblasts^33–35^. We assessed this process by performing triple immunostaining to identify KFP^+^ cells undergoing the MMT based on the coexpression of F4/80 and *α*-SMA in cells. These KFP^+^F4/80^+^*α*-SMA^+^ cells accounted for approximately 27% of the total KFP^+^ fibroblast population in the *Trf1*^*flox/flox*^ mice compared with 1.8% in the *Trf1*^*+/+*^ mice (Fig. 2f). Furthermore, we explored the subtypes of macrophages contributing to the MMT by costaining for α-SMA with the macrophage subfamily markers iNOS (M1 macrophages) and CD206 (M2 macrophages)^34,36^. A significant 9-fold increase in the percentage of KFP^+^iNOS^+^*α*-SMA^+^ cells was observed, whereas the percentage of KFP^+^CD206^+^*α*-SMA^+^ cells remained unchanged in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice, suggesting that predominantly M1-type macrophages undergo the MMT upon *Trf1* deletion (Fig. 2g; Supplementary Fig. 1h).

### Renal fibroblasts lacking *Trf1* upregulate Tgf-β signaling and the partial EMT pathway

Transforming growth factor-β (*Tgf-β*) is generally considered the principal mediator of the initiation and progression of renal fibrosis in various diseases via the EMT^3,37–39^. We used the distinct cell surface markers CD29 and KFP to isolate fibroblast subsets from the kidneys of *Trf1*^*flox/flox*^ and *Trf1*^*+/+*^mice using flow cytometry and to delineate the consequences of *Trf1* deletion in fibroblasts (Supplementary Fig. 2a, b). 

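Kidney cells of *Trf1* flox/flox and *Trf1*+/+ mice were sorted by CD29, an integrin at the cell surface, and KFP. KFP is the Katushka fluorescent protein that Cre recombinase switches on. The mice had received tamoxifen injections 3 times a week for 8 weeks. The paper's text does not state whether the sequenced cells carried both markers. For each mouse, RNA of 500 sorted cells was copied with oligo(dT) priming and template switching, amplified by PCR and sequenced. The libraries of 3 *Trf1*+/+ mice are numbered here as replicates 1 to 3 and those of 3 *Trf1* flox/flox mice as replicates 4 to 6, and the numbers pair no mice. The authors aligned the reads to GRCm38 and counted them on GENCODE genes. They deposited normalized counts, in which the reads of each gene are divided by a single size factor per library. All of the values (100%) are whole multiples of the value of 1 read, so the reads behind them were recovered. The 12125 genes listed held 10263382 to 12248797 reads per library, with a median of 11733746 in *Trf1*+/+ and 10514052 in *Trf1* flox/flox mice, and reads on other genes are not part of these totals. Genes of the mitochondrial genome held 20.8%, 35.4% and 41.8% of these reads in replicates 1 to 3, and 35.3%, 49.5% and 14.8% in replicates 4 to 6. A single read was worth between 0.689 and 1.09 normalized counts, and a gene with at most 3 reads in a library was taken to be at the floor. The reads carry no molecular identifiers and were amplified by PCR, so this floor covers counting error only. A fold given below as at least some value compares the mean of the other group with 3 reads, so a single high library can raise it.

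Between 8967 and 11593 genes had a value above 0 in a library. The fewest were in the library labelled *Trf1*+/+ replicate 1, where the median normalized count was 13.4 against 118 to 148 in the other 5 libraries. Among genes with a mean of at least 100 normalized counts in the other 5 libraries, 12.9% were listed at 0 in the library labelled *Trf1*+/+ replicate 1, 9.01% in *Trf1* flox/flox replicate 5, and between 0.932% and 3.68% in each of the other 4 libraries. *Terf1*, which encodes TRF1 (ENSMUSG00000025925, chromosome 1, 15805646 to 15844052 on GRCm38), had 0.891, 253 and 235 normalized counts in the libraries labelled *Trf1*+/+ replicates 1, 2 and 3. It had 110.0, 7.65 and 12.4 in those labelled *Trf1* flox/flox replicates 4, 5 and 6. The means were 163 ± 140.4 (SD, n = 3) and 43.3 ± 57.8 (SD, n = 3). The count of 1 read in the library labelled *Trf1*+/+ replicate 1 goes against its label. Among genes with a mean in the other 5 libraries within 1.5 times that of *Terf1*, 44.6% had at most 1 read in that library. The count alone therefore says little about the label. The 110.0 in the library labelled *Trf1* flox/flox replicate 4 is likewise high for its label. All groups are used here as labelled. Differences between the groups were taken on the log2 scale after adding 1 to each normalized count and tested with limma over the 9966 genes with at least 10 normalized counts in at least 3 libraries. The log2 fold change of *Terf1* was -1.04 (standard error 2.63, adjusted p = 0.985 from limma), smaller than its standard error. The median log2 fold change over all tested genes was 0.20, and it was 0.44 after the libraries were rescaled to the same upper quartile.

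**Figure D1:**
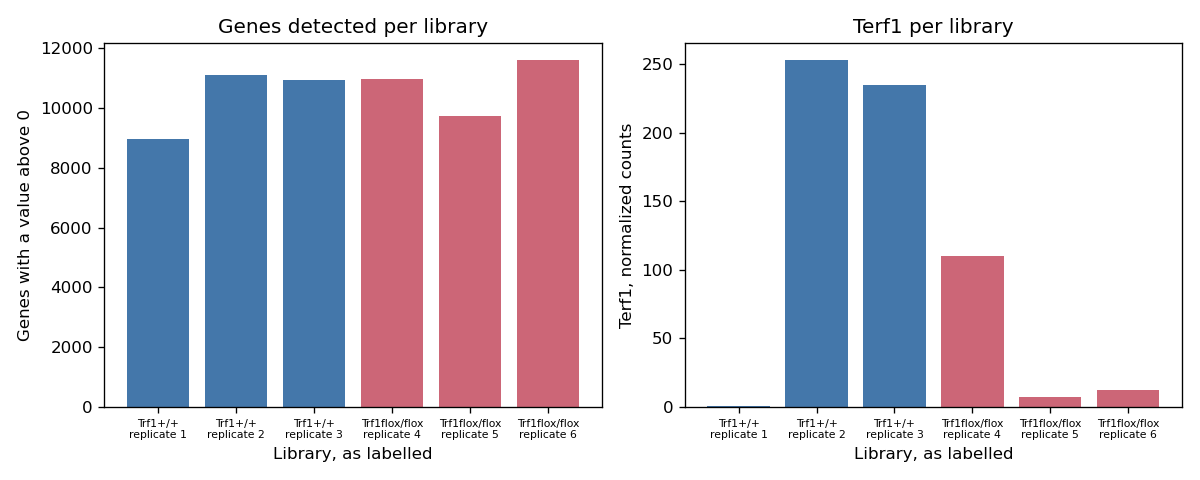
Number of genes with a value above 0 (left) and normalized counts of Terf1 (right) in each of the 6 libraries, as labelled, with 1 bar per library and no error bars. The library labelled Trf1+/+ replicate 1 has the fewest genes, 8967, and 0.891 normalized counts of Terf1, and Trf1flox/flox replicate 4 has the highest Terf1 value among the Trf1flox/flox libraries, 110.0.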

We subsequently performed RNA sequencing to comprehensively elucidate the transcriptomic alterations, as well as RT‒qPCR and ELISA to validate these changes. 

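The number of gene sets enriched in each direction was counted with the Reactome sets that come with the fgsea package, which are not the sets of the paper. Of the genes listed, 11445 (94.4%) were matched to the identifiers of these sets, and 558 of the 1457 sets held between 15 and 500 tested genes. The genes were ranked by limma's moderated statistic, and the ranking was tested by permutation of genes, which treats genes as independent. At an adjusted p under 0.25, 11 sets were higher and 7 sets were lower in *Trf1* flox/flox than in *Trf1*+/+ mice. Respiratory electron transport, with 64 tested genes, had a normalized enrichment score (NES) of -2.33 (adjusted p = 8.94e-05 from fgsea's permutation of genes). Of its genes 49 were lower and 15 were higher in *Trf1* flox/flox mice, with a median log2 fold change of -0.21. When the 6 libraries were permuted in place of the genes, the exact two-sided p of this median was 0.7, and the smallest p that 3 libraries against 3 allow is 0.1. Without the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label, 120 sets were higher and 9 were lower. The NES of respiratory electron transport was then 0.98. More sets were lower than higher without replicate 3 (23 higher, 49 lower), without replicate 5 (22 higher, 29 lower) and without replicate 6 (20 lower). More were higher without replicate 2 (13 higher, 7 lower) and without replicate 4 (7 higher, 2 lower).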

Overall, gene set enrichment analysis (GSEA) revealed a significantly greater number of enriched gene sets in *Trf1*^*flox/flox*^ mice than in *Trf1*^*+/+*^ mice **(**Supplementary Fig. 2c). GSEA confirmed the enrichment of the Tgf-β signature (NES = 1.6) in *Trf1*^*flox/flox*^ mice compared with *Trf1* mice (Fig. 3a). 

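The hallmark collection was not used here, and a list of genes of Tgf-β signaling was written by hand from general knowledge in its place. Of its 54 genes, 42 passed the filter on low values, and 26 of these were higher and 16 lower in *Trf1* flox/flox than in *Trf1*+/+ mice. The NES of this list was 1.25 (adjusted p over the 9 lists of this kind = 0.380 from fgsea's permutation of genes). Its median log2 fold change was 0.42 (exact two-sided permutation test of the 6 libraries, p = 0.4). With each library left out in turn, this median lay between 0.30 and 1.15. The list did not pass the paper's threshold of 0.25 when the genes were ranked by the moderated statistic. When they were ranked by log2 fold change, its NES was 1.56 with an adjusted p of 0.0703, and over the alternatives run for the lists the NES lay between 1.04 and 1.56 and the adjusted p between 0.0703 and 0.811. The members with the largest statistics were *Acvr1*, *Smad7* and *Xiap*. *Acvr1*, a type I receptor of the Tgf-β family (ENSMUSG00000026836, chromosome 2, 58388644 to 58567157), had 0, 0.829 and 0 normalized counts in the *Trf1*+/+ libraries and 33.5, 197 and 64.8 in the *Trf1* flox/flox libraries, at least 36.4-fold higher. *Smad7* (ENSMUSG00000025880, chromosome 18, 75367529 to 75395935) had 0, 43.9 and 0 and 489.8, 254 and 154, and *Xiap* had 0.891, 412 and 338 and 879.8, 721 and 485. *Acvr1* and *Smad7* were at 0 in the library labelled *Trf1*+/+ replicate 1, and *Xiap* had 1 read there.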

RT‒qPCR analysis confirmed elevated expression of *Tgf-β*, *Snai1, Snai2*, *Twist1*, *Zeb1*, *Zeb2*, and *Smad3* and the downregulation of *Cdh1* in *Trf1*^*flox/flox*^ mice (Fig. 3b). Furthermore, RNA-seq data confirmed that various *Tgf-β* signaling- and fibrosis-related genes were upregulated in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice (Fig. 3c). 

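The names of 22 genes were read from the heatmap in Fig. 3c. All 22 are listed in the deposited table, and 17 passed the filter on low values. *Bmp2k*, *Bmp3*, *Nrg4*, *Ntn4* and *Smad3* did not. Of the 17 genes, 16 were higher and 1 was lower in *Trf1* flox/flox than in *Trf1*+/+ mice, with a median log2 fold change of 3.36, above the median of all tested genes. The exact two-sided permutation test of the 6 libraries gave p = 0.1, the smallest value that this design allows. The median lay between 2.41 and 4.12 when each library was left out in turn, with the lowest value without the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label. In that library 7 of the 17 genes were at 0. All 3 *Trf1* flox/flox libraries were above all 3 *Trf1*+/+ libraries for 7 of the 17 genes, and chance separates the groups in either direction for 10% of genes. Over all tested genes no gene of the set had an adjusted p under 0.05 in limma (the smallest was 0.970), and 5 had an unadjusted p under 0.05. Adjusted over the 17 genes alone, 2 genes were under 0.05. This shows no stability, because the paper presents these genes as upregulated in the same data. *Nid2*, which encodes the basement membrane protein nidogen (ENSMUSG00000021806, chromosome 14, 19751265 to 19811787), was listed at 0 in all 3 *Trf1*+/+ libraries and had 42.1, 41.5 and 40.0 normalized counts in the *Trf1* flox/flox libraries, at least 15.2-fold higher. *Itgb1bp1* (ENSMUSG00000062352, chromosome 12, 21240825 to 21286284) had 74.0 ± 103 (SD, n = 3) normalized counts in *Trf1*+/+ and 426 ± 160.2 (SD, n = 3) in *Trf1* flox/flox libraries. The values of *Cdkn1a* (ENSMUSG00000023067, chromosome 17, 29090976 to 29100727) were 0, 306 and 0 in *Trf1*+/+ and 588, 346 and 239.8 in *Trf1* flox/flox libraries, so that *Trf1*+/+ replicate 2 lay above *Trf1* flox/flox replicate 6. *Lamb1*, the gene that was lower, had a log2 fold change of -0.01 (standard error 0.71) and changed sign with the upper quartile scaling, edgeR and DESeq2. The paper states that deletion of *Trf1* in fibroblasts upregulates Tgf-β signaling (Fig. 3).

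**Figure D2:**
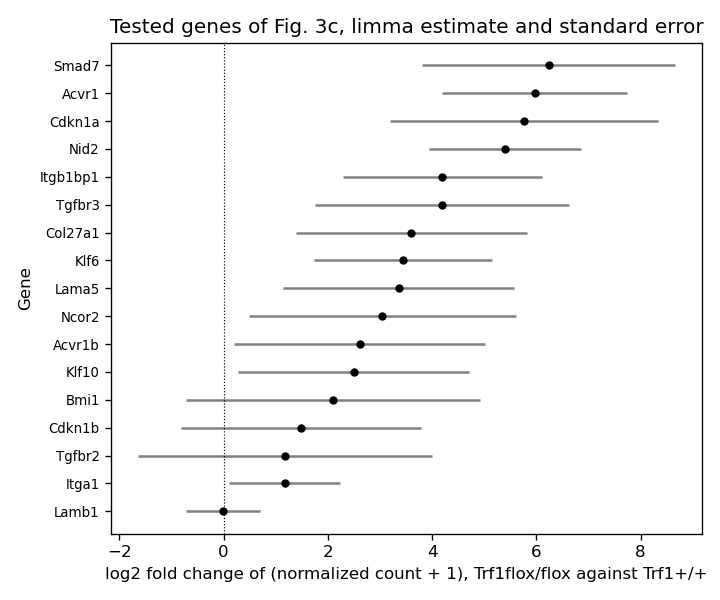
Log2 fold change between Trf1flox/flox and Trf1+/+ mice (horizontal axis, positive when higher in Trf1flox/flox) of the 17 tested genes of Fig. 3c, with points for limma's estimates and bars for their standard errors, n = 3 libraries per group. The estimates run from -0.01 for Lamb1 to 6.24 for Smad7.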

As a method to elucidate the role of *Trf1* deletion and the characteristics of KFP^+^ interstitial cells in the EMT, kidney samples from *Trf1*^*flox/flox*^ and *Trf1*^*+/+*^ mice were triple immunolabeled to identify KFP^+^ cells undergoing the EMT based on the co-expression of E-cadherin (E-cad) and *α*-SMA. A significant decrease in both E-cadherin staining and mRNA levels was detected, accompanied by an 8-fold increase in the number of KFP^+^E-cad^+^ cells in *Trf1*^*flox/flox*^ mice (Fig. 3d, e). The population of cells undergoing the EMT (KFP^+^E-cad^+^*α*-SMA^+^) accounted for approximately 32% of the total KFP^+^ fibroblast population in the *Trf1*^*flox/flox*^ mice (Fig. 3d). The colocalization of Snai/Slug and Col1a2 in interstitial myofibroblasts was 4-fold greater in *Trf1*^*flox/flox*^ mice than in *Trf1*^*+/+*^ mice, suggesting that the EMT program is activated in *Trf1*^*flox/flox*^ mice upon *Trf1* deletion in renal fibroblasts **(**Fig. 3f).

**Fig. 3:**
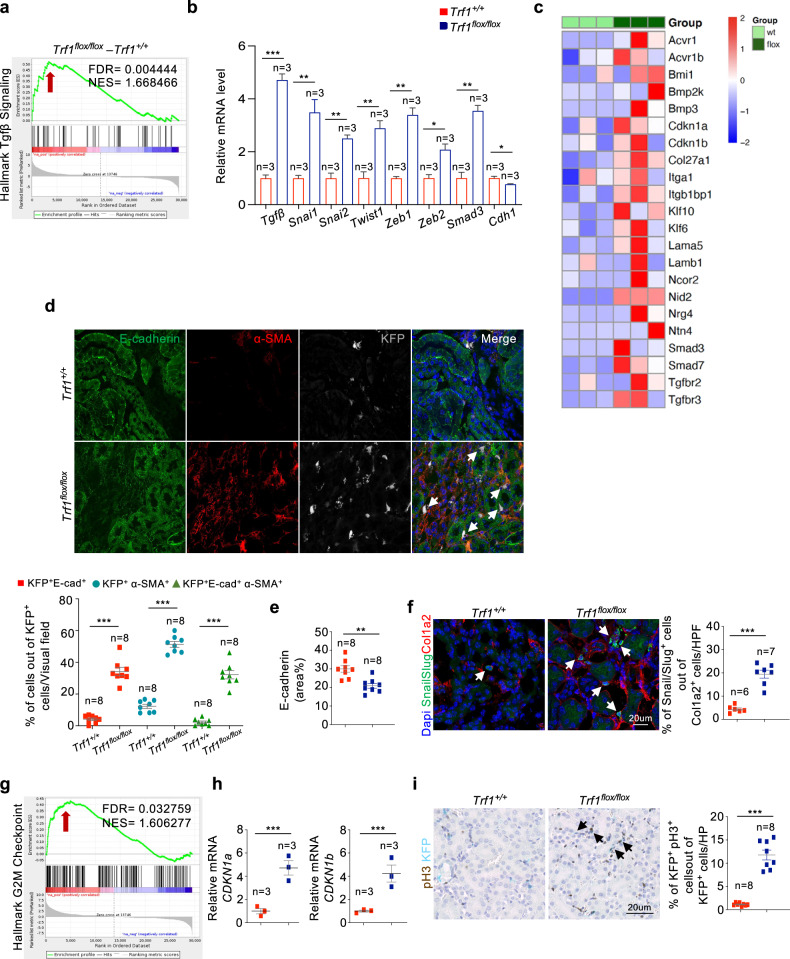
Fibroblast-specific TRF1 deletion upregulates Tgfβ signaling and causes cell cycle arrest at G2/M phase. **a** GSEA enrichment plots of the hallmark gene dataset showing the enrichment of Tgfβ signaling in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **b** Relative mRNA expression of *Tgfβ*, *Snai1*, *Snai2*, *Twist1*, *Zeb1*, *Zeb2*, *Smad3* and *Cdh1* in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **c** Heatmap of the RNA-seq results showing differences in the expression of Tgfβ signaling- and fibrosis-related genes in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. **d** Representative images (six to eight visual fields) and quantification of immunolabeling for E-cadherin, α-SMA and KFP in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **e** Quantification of E-cadherin expression in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **f** Representative images (six to eight visual fields) and quantification of immunolabeling for Snail/Slug and Col1a2 in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Nuclei are stained with DAPI (blue). *Trf1*^*+/+*^ mice *n* = 6; *Trf1*^*flox/flox*^ mice *n* = 7. **g** GSEA enrichment plots of the hallmark gene dataset showing the enrichment of the G2/M checkpoint in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **h** Relative mRNA expression of *Cdkn1a and Cdkn1b* in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **i** Representative images of immunostaining (15–20 visual fields) and quantification of pH3^+^KFP^+^ cells in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Nuclei are stained with DAPI (blue). The data are presented as the means ± SEMs. An unpaired, two-tailed Student’s *t* test was used. *p < 0.05, **p < 0.01, and ***p < 0.001. The number of mice analyzed per genotype is *n* = 8, if not indicated.

### *Trf1* deletion in renal fibroblasts results in G2/M arrest

Severe acute kidney injury (AKI) has been suggested to trigger tubular cell cycle arrest in G2/M phase, accompanied by the activation of the SASP^32^. 

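A list of genes of the G2M checkpoint was written by hand, as for Tgf-β signaling, and is not the hallmark set. Of its 60 genes, 27 are listed and 17 were tested. The NES of the list was -0.87 in *Trf1* flox/flox compared with *Trf1*+/+ mice (adjusted p = 0.813 from fgsea's permutation of genes), 10 of the genes were higher and 7 were lower, and the median log2 fold change was 0.44 (exact two-sided permutation test, p = 0.3). The sign of the NES was positive without the filter on low values (1.01), with the upper quartile scaling (0.91), when the genes were ranked by log2 fold change (0.96) and without replicate 1 (1.25), 3 (0.80) or 5 (0.68), and it passed the threshold of 0.25 under none of the alternatives run for the lists. *Cul3*, a subunit of ubiquitin ligases (ENSMUSG00000004364, chromosome 1, 80264923 to 80340480), had 2928, 1128 and 619 normalized counts in the *Trf1*+/+ libraries and 421, 74.3 and 328.7 in the *Trf1* flox/flox libraries, a log2 fold change of -2.54 (standard error 0.88). *Cul5* (ENSMUSG00000032030, chromosome 9, 53614582 to 53670014) changed in the opposite direction, with 214, 283 and 213 and 853, 626 and 427 normalized counts and a log2 fold change of 1.38 (standard error 0.77). *Cdc27* had 0, 14.9 and 260.1 and 204, 234 and 261, with the 0 in the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label.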

Consistent with these findings, our GSEA confirmed the enrichment of G2M checkpoint pathways (NES = 1.6) alongside the upregulation of *Cdkn1a* and *Cdkn1b* mRNA levels and a 10-fold increase in the number of KFP^+^pH3^+^ cells in *Trf1*^*flox/flox*^ mice compared with those in *Trf1*^*+/+*^ mice (Fig. 3g–i). Moreover, approximately 60% of the KFP^+^pH3^+^ cells displayed scattered foci of pH3^+^, indicating a prolonged G2/M phase of the cell cycle.

### *Trf1* deletion in renal fibroblasts induces an inflammatory response

Inflammation is considered a pivotal factor in kidney fibrosis and is characterized by intricate crosstalk between resident fibroblasts and infiltrating cells^40^. Our GSEA revealed a significant enhancement of the inflammatory response (NES: 1.39), along with prominent activation of major inflammatory pathways, TNFα via NF-κβ (NES: 1.68), IL-6-JAK-STAT3 (NES: 1.54), and IL2-STAT5 (NES: 1.45) signaling, the IFN-γ response (NES: 1.38), and the complement cascade (NES: 1.21) in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice (Fig. 4a–c**;** Supplementary Fig. 2d–f). 

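Lists for 5 of these pathways were written by hand and are not the hallmark sets, and no list for IL2-STAT5 signaling was used. None had an adjusted p under 0.25. The NES of the inflammatory response was 1.24 over 37 tested genes (adjusted p = 0.380 from fgsea's permutation of genes), with 22 genes higher and 15 lower in *Trf1* flox/flox mice. It was -1.05 without the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label. TNFα signaling via NF-κβ had an NES of -0.93 (adjusted p = 0.813 from the same permutation of genes), and 15 of its 30 tested genes were higher. Its NES was 0.67 with the upper quartile scaling, 0.95 when the genes were ranked by log2 fold change, and 0.79, 0.77 and 0.74 without replicates 1, 5 and 6. IL-6-JAK-STAT3 signaling had an NES of 1.43 over 25 genes, of which 14 were higher, and its adjusted p of 0.380 fell to 0.149 without *Trf1* flox/flox replicate 5 (fgsea's permutation of genes, between 0.149 and 0.811 over the alternatives run for the lists). The IFN-γ response had an NES of 1.32 over 28 genes, of which 16 were higher. Over the alternatives run for the lists, its NES lay between 0.83 and 1.49. The complement cascade had an NES of -0.63 over 27 genes, of which 17 were higher, and the sign was positive with the upper quartile scaling (0.95), when the genes were ranked by log2 fold change (0.67) and without replicate 5 (0.85). The exact two-sided permutation tests of the median log2 fold changes gave p = 0.8 for the inflammatory response, IL-6-JAK-STAT3 and IFN-γ lists, 1 for the TNFα list and 0.3 for the complement list.

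*Jak1* (ENSMUSG00000028530, chromosome 4, 101152367 to 101265282) had 8.02, 198 and 214 normalized counts in the *Trf1*+/+ libraries and 265, 1441 and 515 in the *Trf1* flox/flox libraries, a log2 fold change of 3.00 (standard error 1.40). The major histocompatibility gene *H2-K1* (ENSMUSG00000061232, chromosome 17, 33996017 to 34000347) had 378 ± 240.2 (SD, n = 3) in *Trf1*+/+ and 964 ± 145 (SD, n = 3) in *Trf1* flox/flox libraries, which do not overlap. Other members were lower. *Usp14*, of the complement list, had 1217, 688 and 429 in *Trf1*+/+ and 88.5, 142 and 433 in *Trf1* flox/flox libraries, and *Btg2*, of the TNFα list, had 354, 791 and 437 and 516, 0 and 174.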

The RT‒qPCR analysis of the transcript levels of proinflammatory genes, such as *Lcn2, IL1β, IL1R1, IL17rb*, *lL18r1*, *Cxcl10, CD8a*, *CD8b*, *CD4, Traf1*, *Tnfaip3, NF-κβ1, NF-κβ2, IL-6 and IL6st*, revealed their significant upregulation in *Trf1*^*flox/flox*^ mice compared with *Trf1* mice (Fig. 4d). The deletion of *Trf1* substantially increased the secretion of IL-1β, TNFα, IL-6 and pSTAT3 in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice (Fig. 4e**;** Supplementary Fig. 2g). 

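The heatmap in Fig. 4f names 24 genes of inflammatory pathways, all of them listed in the deposited table, and 20 passed the filter on low values. *F2rl1*, *Irf9*, *Map3k21* and *Tnfsf15* did not. Of the 20 genes, 18 were higher in *Trf1* flox/flox than in *Trf1*+/+ mice, with a median log2 fold change of 3.33 (exact two-sided permutation test, p = 0.1, which is the smallest possible). When each library was left out in turn the median lay between 1.80 and 4.57, and it was lowest without the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label and in which 10 of the 20 genes were at 0. The *Trf1* flox/flox libraries were all above the *Trf1*+/+ libraries for 8 genes. An unadjusted p under 0.05 was reached by 5 genes. After adjustment over the 20 genes alone, or over all tested genes, limma placed none under 0.05, and DESeq2 placed *Pdgfc* there over all tested genes. On simulated data with the spread of these libraries, 71% of DESeq2's calls were false. *Pdgfc* (ENSMUSG00000028019, chromosome 3, 81036416 to 81214040) had 0, 0 and 5.91 normalized counts in the *Trf1*+/+ libraries and 129.7, 621 and 145 in the *Trf1* flox/flox libraries, a log2 fold change of 6.90 (standard error 2.22). *F3*, which encodes tissue factor (ENSMUSG00000028128, chromosome 3, 121723537 to 121735048), had 0, 0 and 0.985 and 26.6, 17.5 and 158, at least 24.9-fold higher. *Stat2* (ENSMUSG00000040033, chromosome 10, 128270559 to 128292849) had 0, 2.49 and 0 and 81.6, 29.5 and 57.2, at least 20.7-fold higher. *Il7* and *Traf2* were lower in *Trf1* flox/flox mice, with log2 fold changes of -0.12 (standard error 2.04) and -0.29 (standard error 2.18), and both were higher in *Trf1* flox/flox mice with edgeR and DESeq2.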

RNA-seq revealed the upregulation of target genes associated with various inflammatory pathways in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice (Fig. 4f). Next, we validated these results by performing multiplex immunolabeling of the NF-κβ p65 subunit, IL6, p-Jak2, and p-Stat3 in combination with t-RFP. We detected 3.8-, 4.6-, 10- and 6-fold increases in the numbers of NF-κβp65^+^KFP^+^, IL6^+^KFP^+^, p-Jak2^+^KFP^+^, and p-Stat3^+^KFP^+^ cells, respectively, in *Trf1*^*flox/flox*^ mice compared with those in *Trf1*^*+/+*^ mice (Fig. 4g–j).

**Fig. 4:**
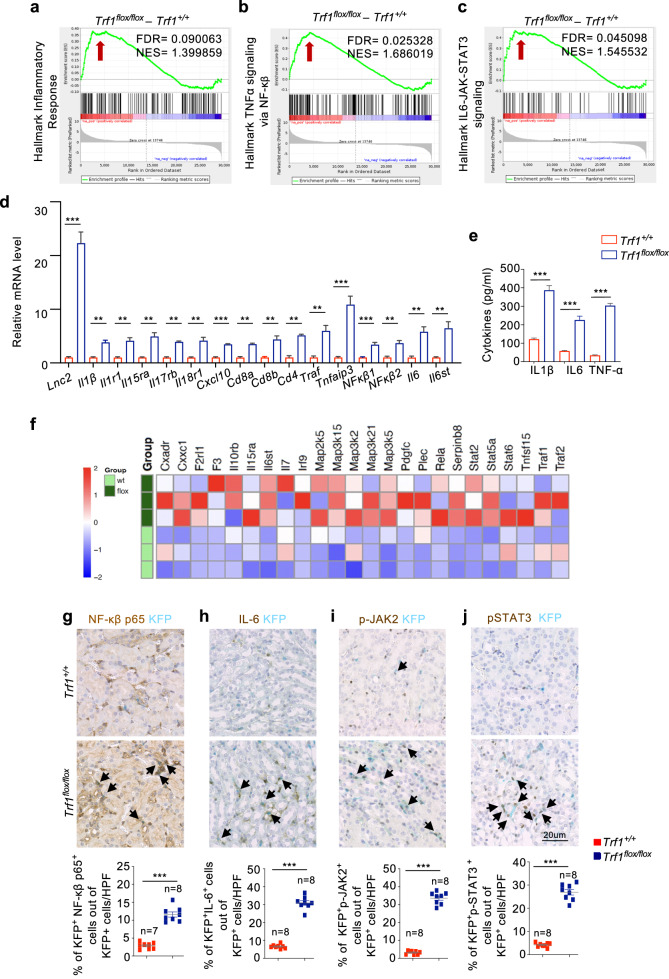
Fibroblast-specific deletion of *Trf1* increases inflammation. GSEA enrichment plots of the hallmark gene dataset revealed the enrichment of (**a**) the inflammatory response, **b** TNFα signaling via NF-κβ, and **c** IL6-JAK-STAT3 signaling in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **d** Relative mRNA expression of *Lnc2*, *IL1β, IL1r1, IL15rα, IL17rb, IL18r1, Cxcl10, Cd8a*, *Cd8b, Cd4, Traf1*, *Tnfaip3*, *NF-κβ1, NF-κβ2*, *IL6* and *IL6st in* the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **e** ELISAs of IL-1β, IL6 and TNFα levels in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **f** Heatmap of the RNA-seq results showing differences in the expression of inflammatory genes and genes in associated targeted pathways in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. Representative images of immunostaining (15–20 visual fields) and quantification of (**g**) NF-κβ p65^+^KFP^+^, (**h**) IL6^+^KFP^+^, (**i**) p-JAK2^+^KFP^+^, and (**j**) p-STAT3^+^KFP^+^ cells in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. The data are presented as the means ± SEMs. An unpaired, two-tailed Student’s *t* test was used. *p < 0.05, **p < 0.01, and ***p < 0.001. The number of mice analyzed per genotype is *n* = 8, if not indicated.

### *Trf1* deletion in renal fibroblasts induces capillary rarefaction, the EndMT and hypoxia

The EndMT is a cellular transdifferentiation program in which endothelial cells partially lose their endothelial identity and acquire mesenchymal-like features^32^. 

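Lists of angiogenesis and hypoxia genes were written by hand and are not the hallmark sets. Of 36 angiogenesis genes, 16 are listed and 14 were tested. Their NES was -0.76 (adjusted p = 0.918 from fgsea's permutation of genes), 8 were higher and 6 were lower in *Trf1* flox/flox than in *Trf1*+/+ mice, and the median log2 fold change was 0.16 (exact two-sided permutation test, p = 0.7). The NES was 0.76 with the upper quartile scaling, 0.75 without replicate 1 and 0.83 without replicate 5, and over the alternatives run for the lists it lay between -1.20 and 0.83. *Pf4*, which encodes platelet factor 4, had 146, 297 and 0 normalized counts in the *Trf1*+/+ libraries and 0.859, 0 and 23.4 in the *Trf1* flox/flox libraries. *Fstl1* had 1318, 4.14 and 99.5 and 12.9, 4.37 and 40.7, with the highest value in the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label. *Nrp1* (ENSMUSG00000025810, chromosome 8, 128358604 to 128503363) had 2.67, 558 and 188 and 779, 215 and 145. Of 111 hypoxia genes, 78 were tested, with 40 higher and 38 lower, an NES of 1.04 (adjusted p = 0.681 from fgsea's permutation of genes) and a median log2 fold change of 0.07 (exact two-sided permutation test, p = 0.9). The NES of hypoxia was -1.06 with edgeR, -1.01 with DESeq2 and -1.22 without replicate 4. *Wsb1* (ENSMUSG00000017677, chromosome 11, 79239372 to 79254671) had 1545 ± 160.3 (SD, n = 3) normalized counts in *Trf1*+/+ and 547 ± 528 (SD, n = 3) in *Trf1* flox/flox libraries, a log2 fold change of -2.23 (standard error 0.90). In both lists the adjusted p stayed above 0.25 under all alternatives run for the lists.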

We scrutinized our GSEA data to explore whether *Trf1* deletion in fibroblasts contributes to injury-induced endothelial dysfunction in kidney fibrosis and observed a significant reduction in angiogenesis (NES: 1.77), marked by the downregulation of *Pecam1* and *Kdr* mRNA levels, and an increase in hypoxia (NES: 1.54), accompanied by elevated mRNA levels of *Hif1-α* and *CA9*, in *Trf1*^*flox/flox*^ mice compared with *Trf1* mice (Fig. 5a–c). 

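The heatmap in Fig. 5d names 17 genes, of which 13 passed the filter on low values, and *Ccng2*, *Gpc1*, *P4ha2* and *Scarb1* did not. All 13 were higher in *Trf1* flox/flox than in *Trf1*+/+ mice, with a median log2 fold change of 2.81 (exact two-sided permutation test, p = 0.1, at the limit of the design) and a range from 0.57 to 6.56. The median lay between 2.58 and 3.51 with each library left out in turn. It was 2.58 without the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label and in which 3 of the 13 genes were at 0. The groups did not overlap for 3 genes, and 2 had an unadjusted p under 0.05. These 2 also had an adjusted p under 0.05 over the 13 genes alone, which the paper presents as upregulated in these data. Over all tested genes in limma none did. DESeq2, whose calls were 71% false on simulated data with the spread of these libraries, placed *Atp7a* under 0.05 over all tested genes. *B3galt6* (ENSMUSG00000050796, chromosome 4, 155989466 to 155992649) was listed at 0 in all 3 *Trf1*+/+ libraries and had 156, 55.7 and 17.9 normalized counts in the *Trf1* flox/flox libraries, at least 28.2-fold higher. *Atp7a*, a copper transporter (ENSMUSG00000033792, chromosome X, 106027276 to 106124926), had 0, 0.829 and 0.985 in *Trf1*+/+ and 150.4, 281 and 70.3 in *Trf1* flox/flox libraries, at least 61.8-fold higher. *Ak4* (ENSMUSG00000028527, chromosome 4, 101419277 to 101466995) had 543 ± 313 (SD, n = 3) in *Trf1*+/+ and 1114 ± 559 (SD, n = 3) in *Trf1* flox/flox libraries, groups that overlapped. *P4ha1* had the lowest log2 fold change of the set, 0.57 (standard error 2.92), with 0.891, 96.1 and 164 normalized counts in *Trf1*+/+ and 379.8, 0 and 261 in *Trf1* flox/flox libraries.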

The RNA-seq data revealed the upregulation of target genes associated with angiogenesis and the hypoxia pathway in the *Trf1*^*flox/flox*^ compared with the *Trf1*^*+/+*^ mice (Fig. 5d). *Trf1*^*flox/flox*^ mice presented 3- and 5-fold decreases in the numbers of CD31^+^ and Vegfr2^+^ cells and 5- and 7-fold increases in the numbers of CD31^+^KFP^+^ and Vegfr2^+^KFP^+^ cells (Fig. 5e, f; Supplementary Fig. 3a, b). Conversely, 5- and 9-fold increases in the numbers of HIF1α^+^KFP^+^ and Glut1^+^ KFP^+^ cells were evident in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice (Fig. 5g, h). *Trf1*^*flox/flox*^ and *Trf1*^*+/+*^ mice were systemically administered high-molecular-weight FITC-conjugated dextran (70 kDa) to investigate whether *Trf1* deletion in fibroblasts impaired endothelial cell‒cell junctions, possibly affecting vascular permeability. Interestingly, we observed significantly greater amounts of interstitial dextran in the kidneys of *Trf1*^*flox/flox*^ mice than in those of *Trf1*^*+/+*^ mice, suggesting increased vascular leakage upon *Trf1* deletion (Fig. 5i). Furthermore, we investigated whether *Trf1* deletion-induced endothelial dysfunction leads to the activation of an EndMT program. We performed confocal imaging of kidney tissues triple-immunolabeled for CD31, *α*-SMA and KFP to identify the KFP^+^ cells that were undergoing the EndMT. Notably, these KFP^+^CD31^+^*α*-SMA^+^ cells accounted for approximately 30% of the total KFP^+^ fibroblast population in *Trf1*^*flox/flox*^ mice compared with 2.32% in *Trf1*^*+/+*^ mice, suggesting that *Trf1* deletion in fibroblasts affects endothelial cells, leading to the EndMT (Fig. 5j).

**Fig. 5:**
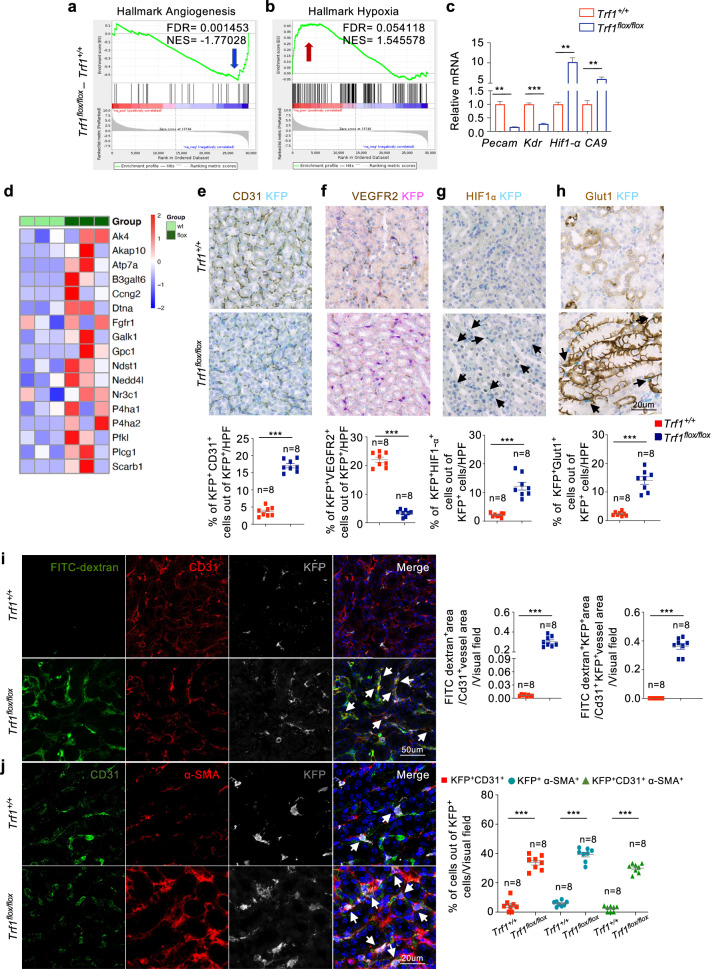
Fibroblast-specific deletion of *Trf1* induces capillary rarefaction, the EndoMT and hypoxia. GSEA enrichment plots of the hallmark gene dataset showed decreases in (**a**) angiogenesis and (**b**) hypoxia in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **c** Relative mRNA expression of *Pecam1, Kdr, HIF-1α and CA9* in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. For all groups, *n* = 3 mice in each group. **d** Heatmap of the RNA-seq results showing differences in the expression of angiogenesis- and hypoxia-related genes in the kidneys of the *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. Representative images of immunostaining (15–20 visual fields) and quantification of (**e**) CD31^+^KFP^+^, (**f**) Vegfr2^+^KFP^+^, (**g**) HIF-1α^+^ and KFP^+^, and (**h**) Glut1^+^ and KFP^+^ cells in the *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **i** Representative images (six to eight visual fields) and quantification of immunolabeling for FITC-dextran, CD31 and KFP in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **j** Representative images (six to eight visual fields) and quantification of immunolabeling for CD31, α-SMA and KFP in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Nuclei are stained with DAPI (blue). The data are presented as the means ± SEMs. An unpaired, two-tailed Student’s *t* test was used. *p < 0.05, **p < 0.01, and ***p < 0.001. The number of mice analyzed per genotype is n = 8, if not indicated.

### Persistent long-term *Trf1* deletion in renal fibroblasts leads to renal fibrosis

We induced long-term *Trf1* deficiency and subsequent telomere dysfunction in fibroblasts by *i.p*. administering TMX 3 times a week for 8 consecutive weeks and then administering a single booster dose of TMX every week throughout the entire lifespan of the mice to explore the effects of prolonged *Trf1* deletion in renal fibroblasts within kidney tissues in vivo (Fig. 6a). While no discernible changes in body weight or the kidney-to-body weight ratio were observed, significant increases in blood creatinine and BUN levels were observed in *Trf1*^*flox/flox*^ compared with *Trf1*^*+/+*^ mice after 12 and 8 months, respectively (Supplementary Fig. 3c–f). Compared with that in *Trf1*^*+/+*^ mice, the expression of KFP in the interstitium region was noticeably higher, with a significant increase in the ISOM in *Trf1*^*flox/flox*^ mice (Fig. 6b). In conjunction with kidney dysfunction upon long-term TRF1 depletion in fibroblasts, kidneys from *Trf1*^*lox/lox*^ mice appeared pale and damaged in appearance compared with those from *Trf1*^*+/+*^ mice (Fig. 6c). Compared with *Trf1*^*+/+*^ mice, *Trf1*^*flox/flox*^ mice presented an elevated uACR, which coincided with a significant decrease in the survival of *Trf1*^*flox/flox*^ mice after 12 months of TMX administration (Fig. 6d, e). At the HEP, a 13-fold increase in the number of KFP^+^ cells among Col1a2^+^ cells was observed, and the deletion of *Trf1* in fibroblasts was maintained in *Trf1*^*flox/flox*^ mice (Fig. 6f; Supplementary Fig. 3g). No differences in telomere length were observed between *Trf1*^*flox/flox*^ and *Trf1*^*+/+*^ mice, indicating that the deleterious effects of TRF1 abrogation are mediated by telomere uncapping rather than by telomere shortening (Fig. 6g). Indeed, a significant increase in the percentage of KFP^+^pH2aX^+^ double-positive cells were detected in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice (Supplementary Fig. 3h). Telomeric immuno-qFISH was performed to ascertain whether this DNA damage was located at telomeres (termed TIFs). *Trf1*^*flox/flox*^ mice presented a 4-fold increase in the number of KFP^+^ cells with more than 2 TIFs (Fig. 6h). Masson’s trichrome and Picosirius red staining revealed signs of both cortical and interstitial fibrosis along with interstitial collagen I and vimentin expression, accompanied by glomerular and tubular injury, as evidenced by the loss of brush borders, cellular vacuolization and atrophy, in the kidneys of *Trf1*^*flox/flox*^ mice (Fig. 6i**;** Supplementary Fig. 4a–c). Persistent *Trf1* deficiency in fibroblasts further aggravated inflammation, hypoxia and microvascular rarefaction in the kidneys (Supplementary Fig. 4d–j). The histopathological analysis at the HEP revealed fibrosis in the lungs, liver and heart, in accordance with the fact that fibroblasts are found in all tissues **(**Supplementary Fig. 5a–c**)**. These pathologies could also contribute to the early mortality of *Trf1*^*flox/flox*^ mice compared with that of *Trf1*^*+/+*^ mice. We performed triple immunostaining for markers of the MMT (F4/80^+^α-SMA^+^KFP^+^), EMT (E-cad^+^α-SMA^+^KFP^+^) and EndMT (CD31^+^α-SMA^+^KFP^+^) to further address whether prolonged *Trf1* deletion resulted in the acquisition of a mesenchymal phenotype via the MMT, EMT and EndMT at the HEP. Notably, in all three transitions, a significant upregulation of KFP^+^SMA^+^ cells was observed, and these cells outnumbered the cells that were in the KFP^+^F4/80^+^SMA^+^ or KFP^+^E-cadherin^+^ SMA^+^ or KFP^+^CD31^+^ SMA^+^ transitions, suggesting that *Trf1*^flox/flox^ renal fibroblasts acquired a mesenchymal phenotype via the MMT, EMT and EndMT over the long term, ultimately leading to fibrosis (Supplementary Fig. 6a–c).

**Fig. 6:**
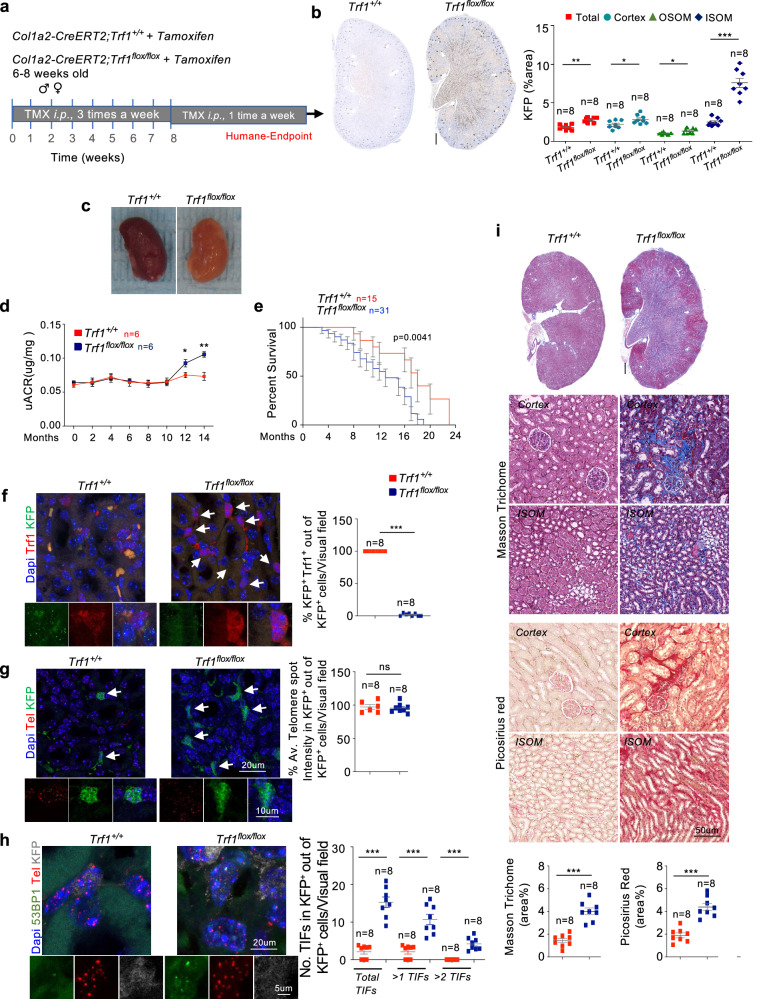
Persistent long-term fibroblast-specific deletion of *Trf1* induces kidney fibrosis at the HEP. **a** Schematic of the experimental approach. **b** Representative images of immunostaining and quantification of KFP-positive cells (whole kidney, upper panel; magnified view, lower panel) in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Scale bars, 500 μm. **c** Macroscopic appearance of the kidneys from *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice. **d** Analysis of the urinary albumin-to-creatinine ratio (UACR), *n* = 6 mice per group. **e** Kaplan–Meier survival curves of *Trf1*^*+/+*^ mice (*n* = 15) and *Trf1*^*flox/flox*^ mice (*n* = 31). **f** Representative images of immunofluorescence (six to eight visual fields) staining for Trf1 (green) and KFP (red) and quantification of the percentage of double KFP^+^TRF1^+^ fibroblasts in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **g** Representative images of telomeric immuno-q-FISH in KFP^+^ fibroblasts (Cy3Tel probe (red) and KFP^+^ cells (green)) and quantification of the mean telomere spot intensity in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **h** Representative images of telomere-induced foci (TIFs) in 53BP1 (green) and telomeres (red) and quantification of TIFs in KFP^+^ cells in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. **i** Representative images (15–20 visual fields) and quantification of Masson’s trichrome and Picrosirius red staining in *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ kidneys. Scale bars, 500 μm. Nuclei are stained with DAPI (blue). The data are presented as the means ± SEMs. An unpaired, two-tailed Student’s *t* test was used. *p < 0.05, **p < 0.01, and ***p < 0.001. The number of mice analyzed per genotype is *n* = 8, if not indicated.

### TRF1 depletion exacerbates folic acid-induced fibrosis

We next aimed to address the effects of folic acid (FA) administration after short-term *Trf1* deletion in fibroblasts^24^ (Fig. 7a). Compared with the other groups of mice, the *Trf1*^flox/flox^ FA-treated mice presented increased blood urea nitrogen (BUN) and creatinine levels at 2 days after FA administration (Supplementary Fig. 7a, b). Other blood parameters indicative of kidney dysfunction, including calcium, phosphorus, sodium, albumin, total protein and globulin levels, were also elevated in the *Trf1*^flox/flox^ FA-treated mice (Supplementary Table 2). FA treatment led to increased interstitial fibrosis, including altered tubular morphology, diminished epithelial differentiation, excessive myofibroblast populations, and macrophage infiltration, in *Trf1*^flox/flox^ FA-treated mice compared with those in FA-treated *Trf1*^*+/+*^ and untreated *Trf1*^flox/flox^ and *Trf1*^*+/+*^ mouse cohorts (Fig. 7b–g). We performed RNA sequencing in a set of 3–4 mice from each mouse cohort to further assess the impact of FA treatment on gene expression in TRF1-deficient fibroblasts. We identified 29,504 and 32,637 DEGs when comparing *Trf1*^*flox/lox*^ with *Trf1*^*+/+*^ and FA-treated *Trf1*^*flox/lox*^ with FA-treated *Trf1*^*+/+*^ mice, respectively (GEO IDs: GSE232874) (Fig. 7h). 

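The comparison of FA-treated mice was not analysed here. In untreated *Trf1* flox/flox and *Trf1*+/+ mice, 12110 of the listed genes had a value above 0 in at least 1 library and 7049 had one in all 6. Among the tested genes, limma placed 0 under an adjusted p of 0.05. An unadjusted p under 0.05 was reached by 312 genes, 209 of them higher and 103 lower in *Trf1* flox/flox mice, where chance alone would give 498. On the recovered reads, edgeR's quasi-likelihood test placed 0 genes under an adjusted p of 0.05, with 196 at an unadjusted p under 0.05, and DESeq2 placed 58 there, 46 higher and 12 lower. Of these 58 genes, 57 had groups that did not overlap, 56 had an unadjusted p under 0.05 in limma and 38 were at 0 in at least 1 library. These counts come from the same 6 libraries and are no independent support. Of the 10 splits of the libraries into 3 and 3, 5 gave at least 58 genes in DESeq2, the real split among them, and the largest number was 167. On simulated data with the spread of these libraries, 71% of DESeq2's calls were false. The groups did not overlap for 865 tested genes (8.68%), 533 of them higher in *Trf1* flox/flox mice, and chance gives 10%. The log2 fold change was positive for 55.9% of the tested genes. Without the library labelled *Trf1*+/+ replicate 1, whose *Terf1* count goes against its label, it was positive for 48.9%. The median standard deviation of the log2 values within a group was 2.17. Sex was not taken into account. By *Xist* and the genes of the Y chromosome, the *Trf1* flox/flox libraries were not all from males, unlike the *Trf1*+/+ libraries.

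Among the genes higher in *Trf1* flox/flox mice, those with the smallest unadjusted p in limma included *Cyp4a14*, *Gmppb*, *Trac* and *Gsto2*. *Cyp4a14*, a cytochrome P450 gene (ENSMUSG00000028715, chromosome 4, 115486200 to 115496142), had 0, 0.829 and 0 normalized counts in the *Trf1*+/+ libraries and 1535, 1078 and 259.8 in the *Trf1* flox/flox libraries, at least 354-fold higher. *Gmppb*, *Trac* and *Gsto2* were listed at 0 in all 3 *Trf1*+/+ libraries. They were at least 81.9-fold (*Gmppb*), 55.4-fold (*Trac*) and 26.4-fold (*Gsto2*) higher in *Trf1* flox/flox mice. Among those lower in *Trf1* flox/flox mice were *Rps3a3*, *H2af-ps2*, *Gm32492*, *Wnk1* and *Mecom*. *Rps3a3*, which the annotation gives as a processed pseudogene (ENSMUSG00000059751, chromosome 13, 108670603 to 108671397), had 664, 683 and 406 in *Trf1*+/+ and 1.72, 0 and 1.38 in *Trf1* flox/flox libraries, at least 221-fold lower. *H2af-ps2* and *Gm32492* were listed at 0 in all 3 *Trf1* flox/flox libraries and were at least 30.4-fold and 29.8-fold lower. *Wnk1* (ENSMUSG00000045962, chromosome 6, 119923969 to 120038672) had 14353 ± 2635 (SD, n = 3) in *Trf1*+/+ and 5876 ± 1823 (SD, n = 3) in *Trf1* flox/flox libraries, a log2 fold change of -1.32 (standard error 0.40). *Mecom* (ENSMUSG00000027684, chromosome 3, 29951296 to 30548008) had 2147 ± 1194 (SD, n = 3) and 501 ± 168 (SD, n = 3), a log2 fold change of -2.00 (standard error 0.61). None of the genes named here had an adjusted p under 0.05 in limma. In DESeq2, *Cyp4a14*, *Gmppb*, *Trac* and *Rps3a3* did, and *Gsto2*, *H2af-ps2*, *Gm32492*, *Wnk1* and *Mecom* did not.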

Among these DEGs, 25700 (72.9%) genes were commonly shared between *Trf1*^flox/flox^ and *Trf1*^+/+^ mice and *Trf1*^*flox/flox*^ FA-treated and *Trf1*^*+/+*^ FA-treated mice (Fig. 7h). GSEA revealed that 41% of the observed enriched canonical pathways were coincident in both comparisons, namely, *Trf1*^flox/flox^ vs. *Trf1*^+/+^ mice and *Trf1*^*flox/flox*^ FA-treated vs. *Trf1*^*+/+*^ FA-treated mice (Supplementary Fig. 7c, d). We created a set of pathways that have already been described to be upregulated in kidney fibrosis and compared this pathway set with the pathways that were upregulated in our 2 different groups, namely, *Trf1*^flox/flox^ vs. *Trf1*^+/+^ mice and *Trf1*^*flox/flox*^ FA-treated vs. *Trf1*^*+/+*^ FA-treated mice (Fig. 7i**;** Supplementary Fig. 7e)^32,41,42^. Among these pathways, 13 pathways were commonly shared between *Trf1*^flox/flox^ and *Trf1*^+/+^ mice, *Trf1*^*flox/flox*^ FA-treated and *Trf1*^*+/+*^ FA-treated mice, and known pathways, including TNFa signaling via NFKB, hypoxia, IL6/JAK/STAT3 signaling, IL2/STAT5 signaling and the inflammatory response, among others, in agreement with previous results (Figs. 4, 5g–j, 7i; Supplementary Fig. 2d–f). Notably, the EMT pathway was specifically shared in the comparison between the known pathway set and the upregulated pathway set in *Trf1*^*flox/flox*^ FA-treated vs. *Trf1*^*+/+*^ FA-treated mice and not with the upregulated pathway set in *Trf1*^flox/flox^ vs. *Trf1*^+/+^ mice (Fig. 7i). These findings support the hypothesis that TRF1 depletion over an eight-week period promotes a profibrotic environment and that a low dose of the nephrotoxic agent FA is sufficient to induce full-blown renal fibrosis within the same short-term period, similar to observations made with sustained TRF1 depletion in fibroblasts throughout the mouse lifespan (Fig. 6).

**Fig. 7:**
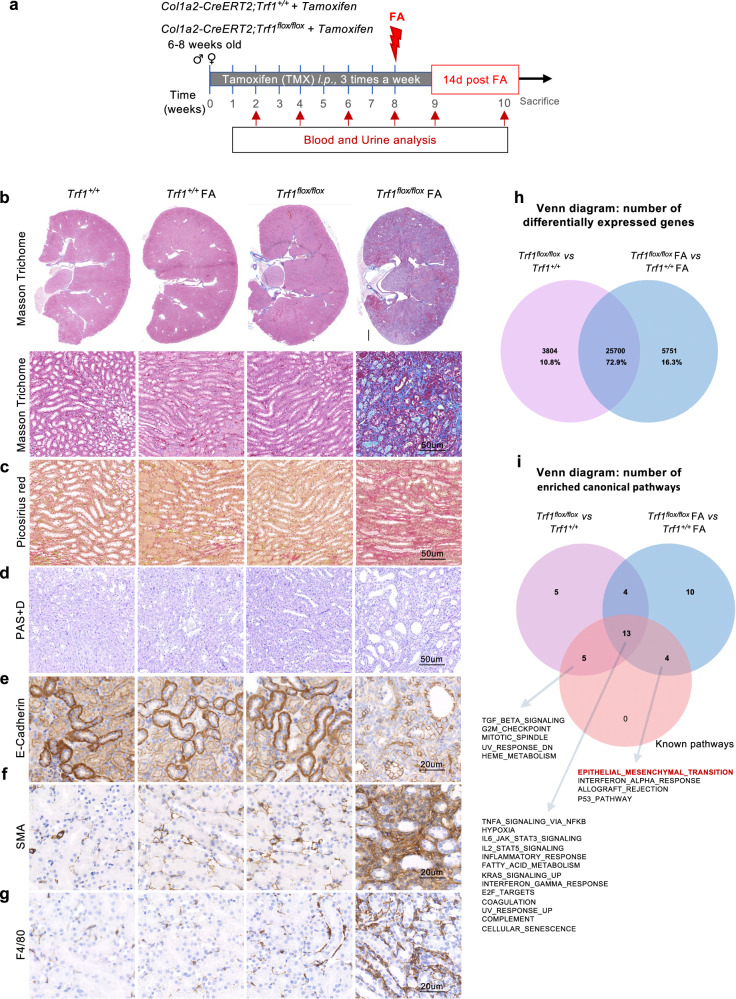
Trf1 depletion exacerbates folic acid-induced fibrosis. **a** Schematic of the experimental approach. A single dose of 125 mg kg^−1^ of body weight FA was administered to *Trf1*^+/+^ and *Trf1*^*flox/flox*^ mice after tamoxifen administration over an 8-week period. Representative images (15–20 visual fields) of (**b**) Masson’s trichrome, (**c**) Picosirius red, (**d**) PAS + D, (**e**) E-cadherin, (**f**) α-SMA, and (**g**) F4/80 staining in the kidneys of *Trf1*^*+/+*^ and *Trf1*^*flox/flox*^ mice that were untreated or treated with FA at a dose of 125 mg kg^−1^. Scale bars, 500 μm. Venn diagram representing the (**h**) number of differentially expressed genes and (**i**) the number of enriched canonical pathways between*Trf1*^*flox/flox*^ and *Trf1*^*+/+*^ mice, *n* = 3 mice in each group; between *Trf1*^*flox/flox*^ FA-treated and *Trf1*^*+/+*^ FA-treated mice, *n* = 4 mice in each group; and known pathways.

## Discussion

Physiological aging may result in a series of detrimental functional and structural changes in the kidney, including tubular atrophy, loss of nephrons, glomerulonephritis, inflammation, interstitial fibrosis, and chronic kidney disease, which are linked to molecular hallmarks of aging, such as telomere dysfunction and cellular senescence^43–46^. Renal fibrosis is characterized by the infiltration of inflammatory cells, the proliferation and activation of mesenchymal cells, and the progressive deposition of the extracellular matrix (ECM)^5,47,48^. Our previous findings indicated that the global genetic ablation of *Trf1* aggravates kidney fibrosis^14^. However, the specific role of *Trf1* deletion in distinct cell types during the progression of kidney fibrosis remains unexplored. Resident fibroblasts are crucial contributors to kidney fibrosis since they constitute the most important precursor of myofibroblasts^5,6,49^. Renal myofibroblasts are heterogeneous in nature and are believed to originate from various sources, such as the proliferation of resident fibroblasts, differentiation from local fibroblasts or pericytes, direct and complete transition from macrophages via the MMT, and transition from resident endothelial or epithelial cells through the EndMT and EMT^33,34,50–52^.

We aimed to elucidate the role of *Trf1* in kidney fibroblasts, as Trf1 is one of the specific initiators of renal interstitial fibrosis. We studied renal pathological outcomes after the deletion of *Trf1* in kidney-resident fibroblasts over an 8-week period and until the humane end point (HEP). In a short-term study involving the deletion of *Trf1* by administering tamoxifen *i.p*. 3 times a week over a period of 8 weeks, no significant alterations in blood parameters were observed in *Trf1*^*flox/flox*^ mice compared with *Trf1*^*+/+*^ mice (Supplementary Fig. 1d, e), which aligns with observations in human patients, where early stages of kidney disease often go undetected. Short-term depletion of TRF1 led to a substantial increase in the number of interstitial fibroblasts/myofibroblasts, although it was not sufficient to induce fibrosis, suggesting that the time frame may have been insufficient for significant collagen deposition to occur, revealing the initial stages of kidney disease that eventually contribute to fibrosis, and potentially leading to chronic kidney disease (CKD) in the future.

Notably, the increased presence of myofibroblasts or macrophages was predominantly localized to fibroblasts lacking *Trf1*. In response to inflammatory stimulation, macrophages transdifferentiate into myofibroblasts via the MMT, and M1 macrophages are deemed essential for sustaining the proinflammatory state, contributing to progressive renal injury^33,34^. Consistent with these findings, our observations indicate that approximately one-third of *Trf1*-deficient fibroblasts undergo the MMT, primarily involving M1 macrophages, during short-term *Trf1* deletion. Conversely, the uncontrolled polarization of M2 macrophages was noted at the HEP, leading to fibrotic remodeling of organs^53^.

The Tgf-β pathway serves as a pivotal stimulator for fibroblasts, which are master regulators of renal inflammation and tubulointerstitial fibrosis^37,54,55^. Elevated expression of the *Tgf-β1* mRNA and protein is evident in patients with fibrotic kidney diseases, including IgA nephropathy, focal and segmental glomerulonephritis, lupus nephritis, and diabetes^55,56^. Tgf-β is a crucial regulator of the EMT that orchestrates numerous pathological processes associated with CKD^3,39,57–59^. One of the hallmarks of the EMT is the loss of epithelial surface markers and the acquisition of mesenchymal markers^37,39,60,61^. During the EMT, the downregulation of E-cadherin can be mediated by its transcriptional repression through the binding of EMT transcription factors (EMT-TFs). As anticipated, kidneys lacking *Trf1* in fibroblasts presented upregulated Tgf-β signaling, increased expression of EMT transcription factors and decreased E-cadherin expression, suggesting that fibroblasts lacking TRF1 activate the EMT.

Inflammation is considered a key driver of kidney fibrosis^43^ and induces the production of proinflammatory cytokines, such as TNFα, to activate NF-κB signaling. TNF-α is a potent cytokine that mediates inflammatory tissue damage in the kidney and specifically activates the proinflammatory cytokines IL-1β and IL-6^62,63^. Systemic inflammation in end-stage renal disease is widely recognized as a substantial risk factor leading to increased mortality in affected individuals^19^ NF-*κ*B is considered to promote inflammation during renal disease, with evidence correlating NF-*κ*B activation in the kidneys of patients with glomerulonephritis, diabetic nephropathy, and AKI^62,64^ and animal models of renal inflammation and injury^65^. The JAK/STAT signaling pathway, which is crucial for immune and inflammatory responses, is also implicated in renal diseases^26,66,67^. In the present study, the gene expression levels of inflammatory cytokines and components of the immune response, including IL-1β, TNFα and IL-6, were increased in kidneys lacking *Trf1* in fibroblasts.

Peritubular capillary rarefaction is a hallmark of CKD and of the acute kidney injury-to-CKD transition^68,69^. We observed downregulation of the angiogenesis pathway with the loss of CD31/PECAM^+^ and VEGFR2^+^ endothelial cells and increased vascular permeability and hypoxia in kidneys lacking TRF1 in fibroblasts. Multiple studies have identified the EndMT in both experimental models of kidney fibrosis and biopsies from CKD patients^69–72^. We showed that *Trf1*-deficient cells undergo the EndMT by immunostaining with CD31, α-SMA, and Katushka. Indeed, one-third of Katushka-positive cells were also positive for both CD31 and α-SMA, suggesting that the deletion of *Trf1* in fibroblasts activated the EndMT process.

We extended our investigation to examine the consequences of sustained *Trf1* abrogation in fibroblasts throughout the lifespan of mice, exploring the potential correlation with the development of chronic fibrosis in the kidneys. Notably, persistent DNA damage at telomeres in kidney fibroblasts resulted in kidney failure, as evidenced by an increase in the urinary albumin-to-creatinine ratio (uACR) and a decrease in mouse survival, which coincided with the onset of kidney interstitial fibrosis. Furthermore, our findings indicated that the processes of the MMT, partial EMT and EndMT were augmented in a time-dependent manner with prolonged *Trf1* deletion, paralleling the progression of fibrosis. In the short term, we observed a greater than 10-fold increase in the number of *Trf1*-deleted cells undergoing the MMT (KFP^+^F4/80^+^α-SMA^+^), EMT (KFP^+^E-cad^+^α-SMA^+^) and EndMT (KFP^+^CD31^+^α-SMA^+^) compared with *Trf1*^*+/+*^ cells. Interestingly, at the HEP, the percentage of *Trf1*-deleted cells undergoing the MMT, EMT and EndMT was greatly reduced compared to that in the control group. The predominant cell population (90%) observed consisted of activated myofibroblasts (α-SMA^+^KFP^+^), suggesting that the transitions initiated in the short term ultimately led to excessive deposition of the extracellular matrix (ECM), a definitive hallmark of the kidney fibrosis phenotype, and exacerbated the classical features observed in patients with CKD.

In conclusion, we have demonstrated for the first time that telomere dysfunction in renal fibroblasts activates an inflammatory cascade, vascular rarefaction, and G2 arrest, causing fibroblasts to undergo various transitions (MMT, partial EMT, and EndMT) in the context of acute kidney injury (AKI) and maladaptive repair, exacerbating the classical features observed in patients. This persistent injury leads to the excessive accumulation of collagen and ECM components, resulting in kidney fibrosis, as observed in patients with CKD, and reduced dynamic compliance. Despite the increasing number of patients with CKD and kidney fibrosis and the development of therapeutic agents ranging from chemical compounds to gene therapies for renal fibrosis, clinical translation from the bench to the bedside is often limited due to the slow progression of the disease, the heterogeneity of patients, and the lack of noninvasive biomarkers for renal fibrosis^73^. Thus, the early detection and accurate assessment of the cell types responsible for kidney fibrosis are crucial for the application of timely interventions as a primary measure and the discovery of new cell-targeted therapies to treat chronic kidney disease (CKD). Several studies have shown a correlation between a short telomere length and the onset of CKD^46,74–76^ Rationally designed targeted gene therapies might exhibit increased specificity, bioavailability, and inhibitory mechanisms that have more significant effects on clinical outcomes than the small molecules that are currently available^77^. Our study highlights the human characteristics of CKD development starting from a condition of kidney disease. This study broadens our understanding of key cellular and molecular mechanisms and provides insights into the genetic mechanisms underlying kidney disease mediated by telomere dysfunction in resident fibroblasts.

## Supplementary information

Supplementary information

## Data Availability

The authors declare that the data supporting the findings of this study are available within the paper (and its Supplementary Information files). Source data are provided with this paper.

# Supplementary material for: Renal fibroblasts are involved in fibrogenic changes in kidney fibrosis associated with dysfunctional telomeres
**Source:** Exp Mol Med. 2024 Oct 1;56(10):2216–30. doi: 10.1038/s12276-024-01318-8
**Supplement:** Supplementary file 1 — Supplementary information

Supplementary Fig. 1

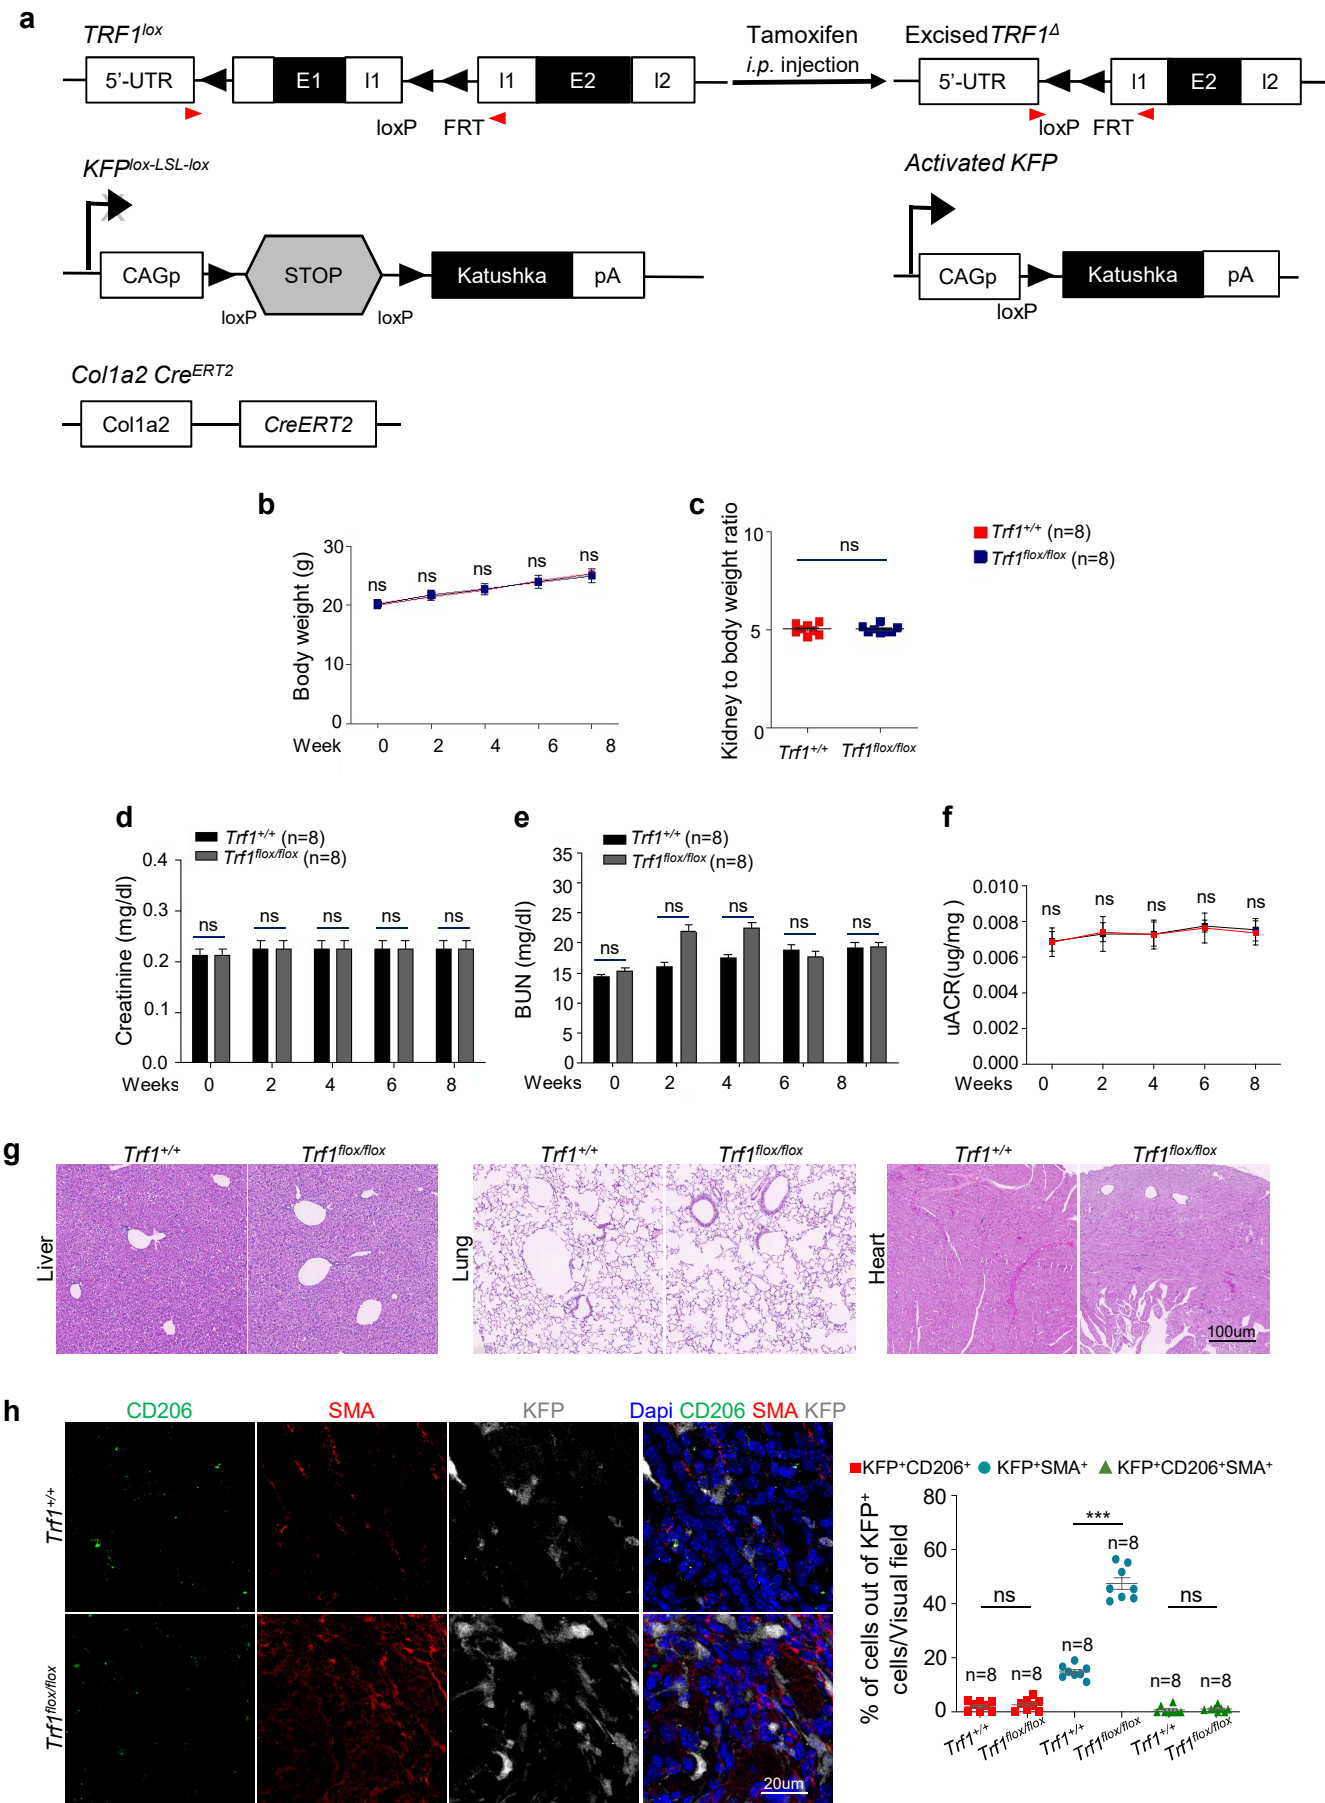

Supplementary Fig. 2

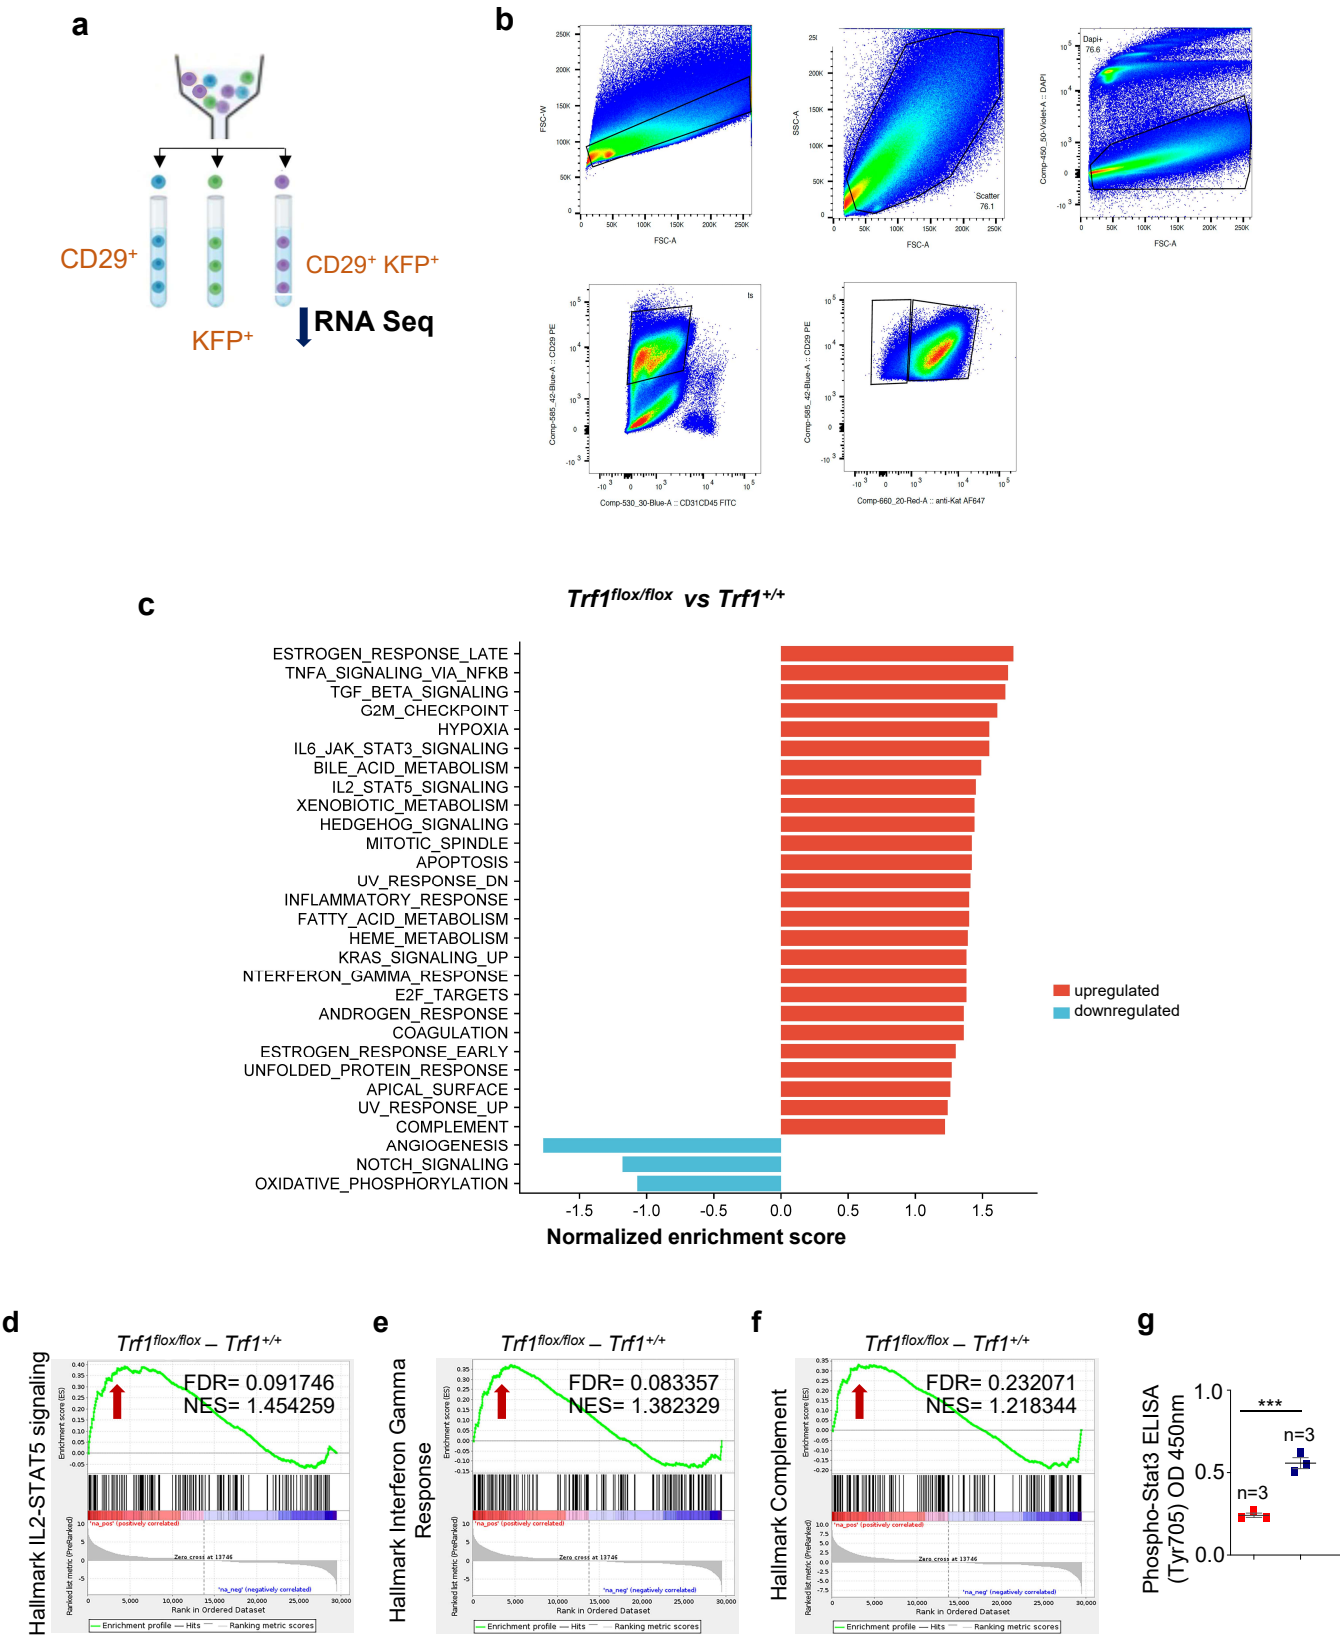

Supplementary Fig. 3

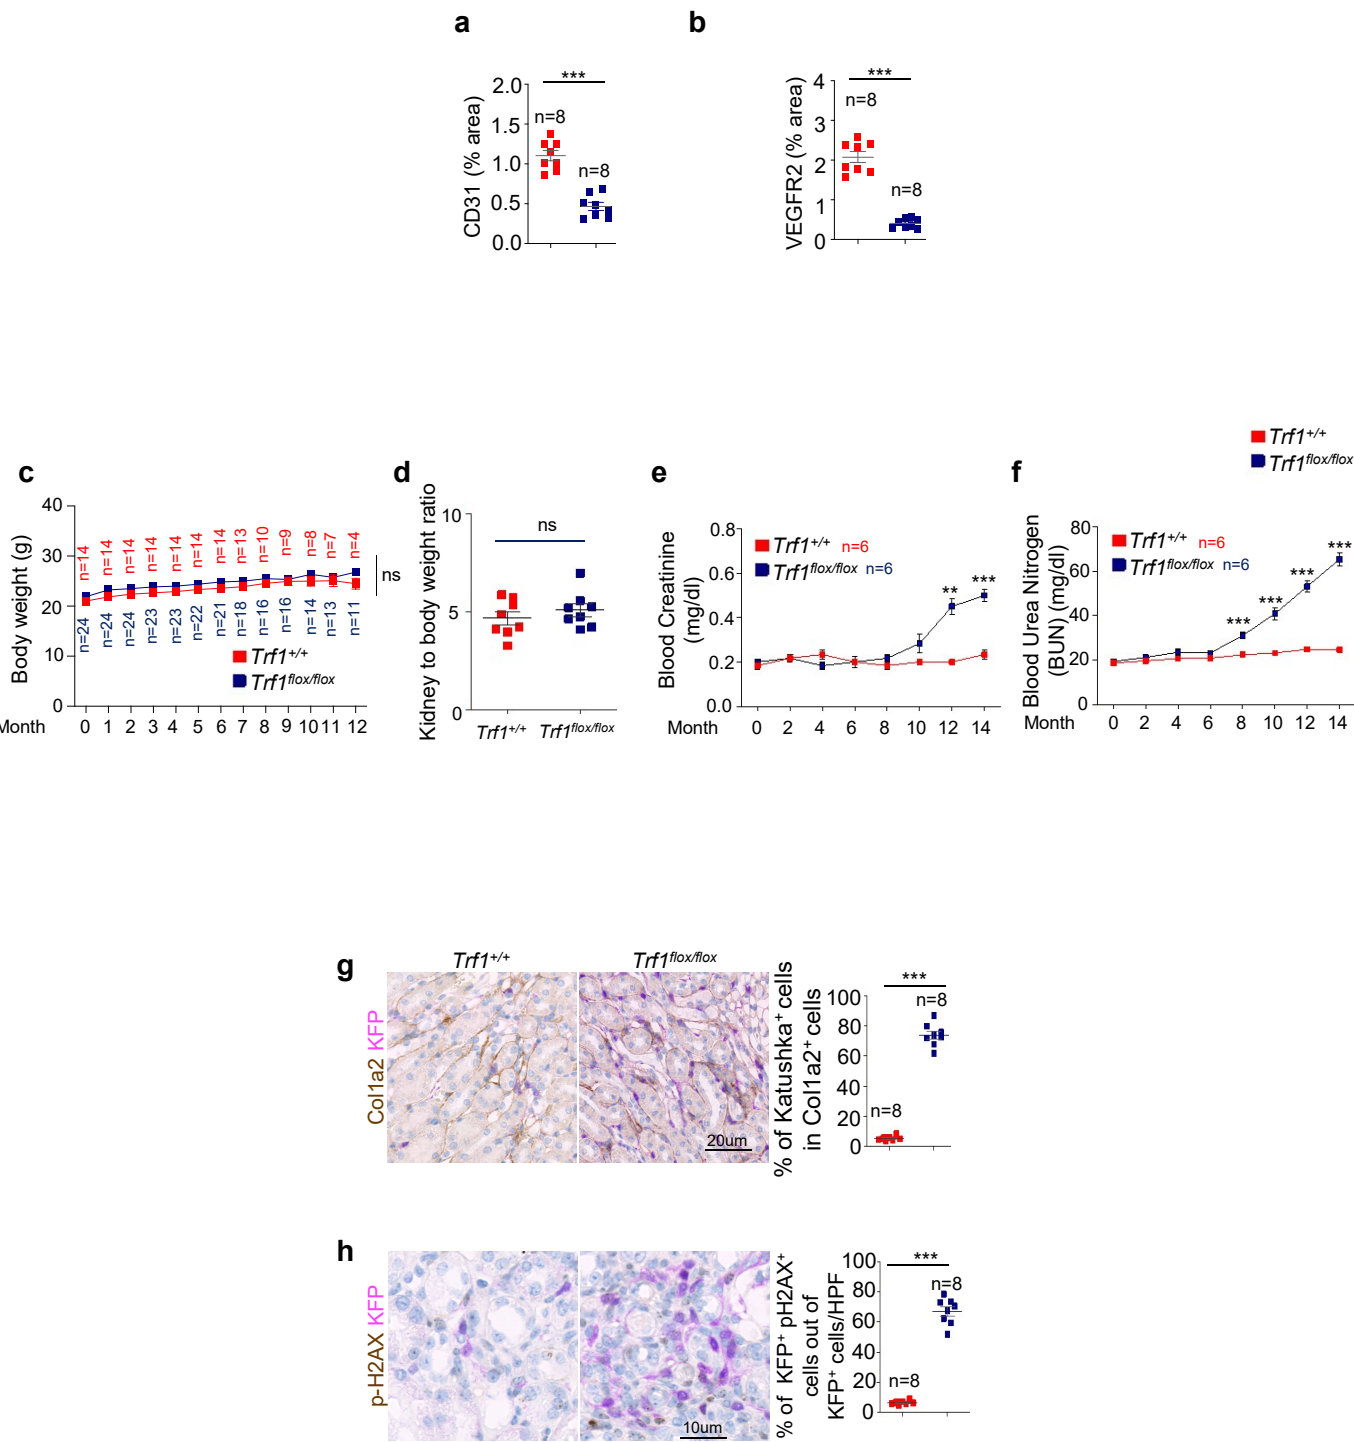

### Supplementary Fig. 4

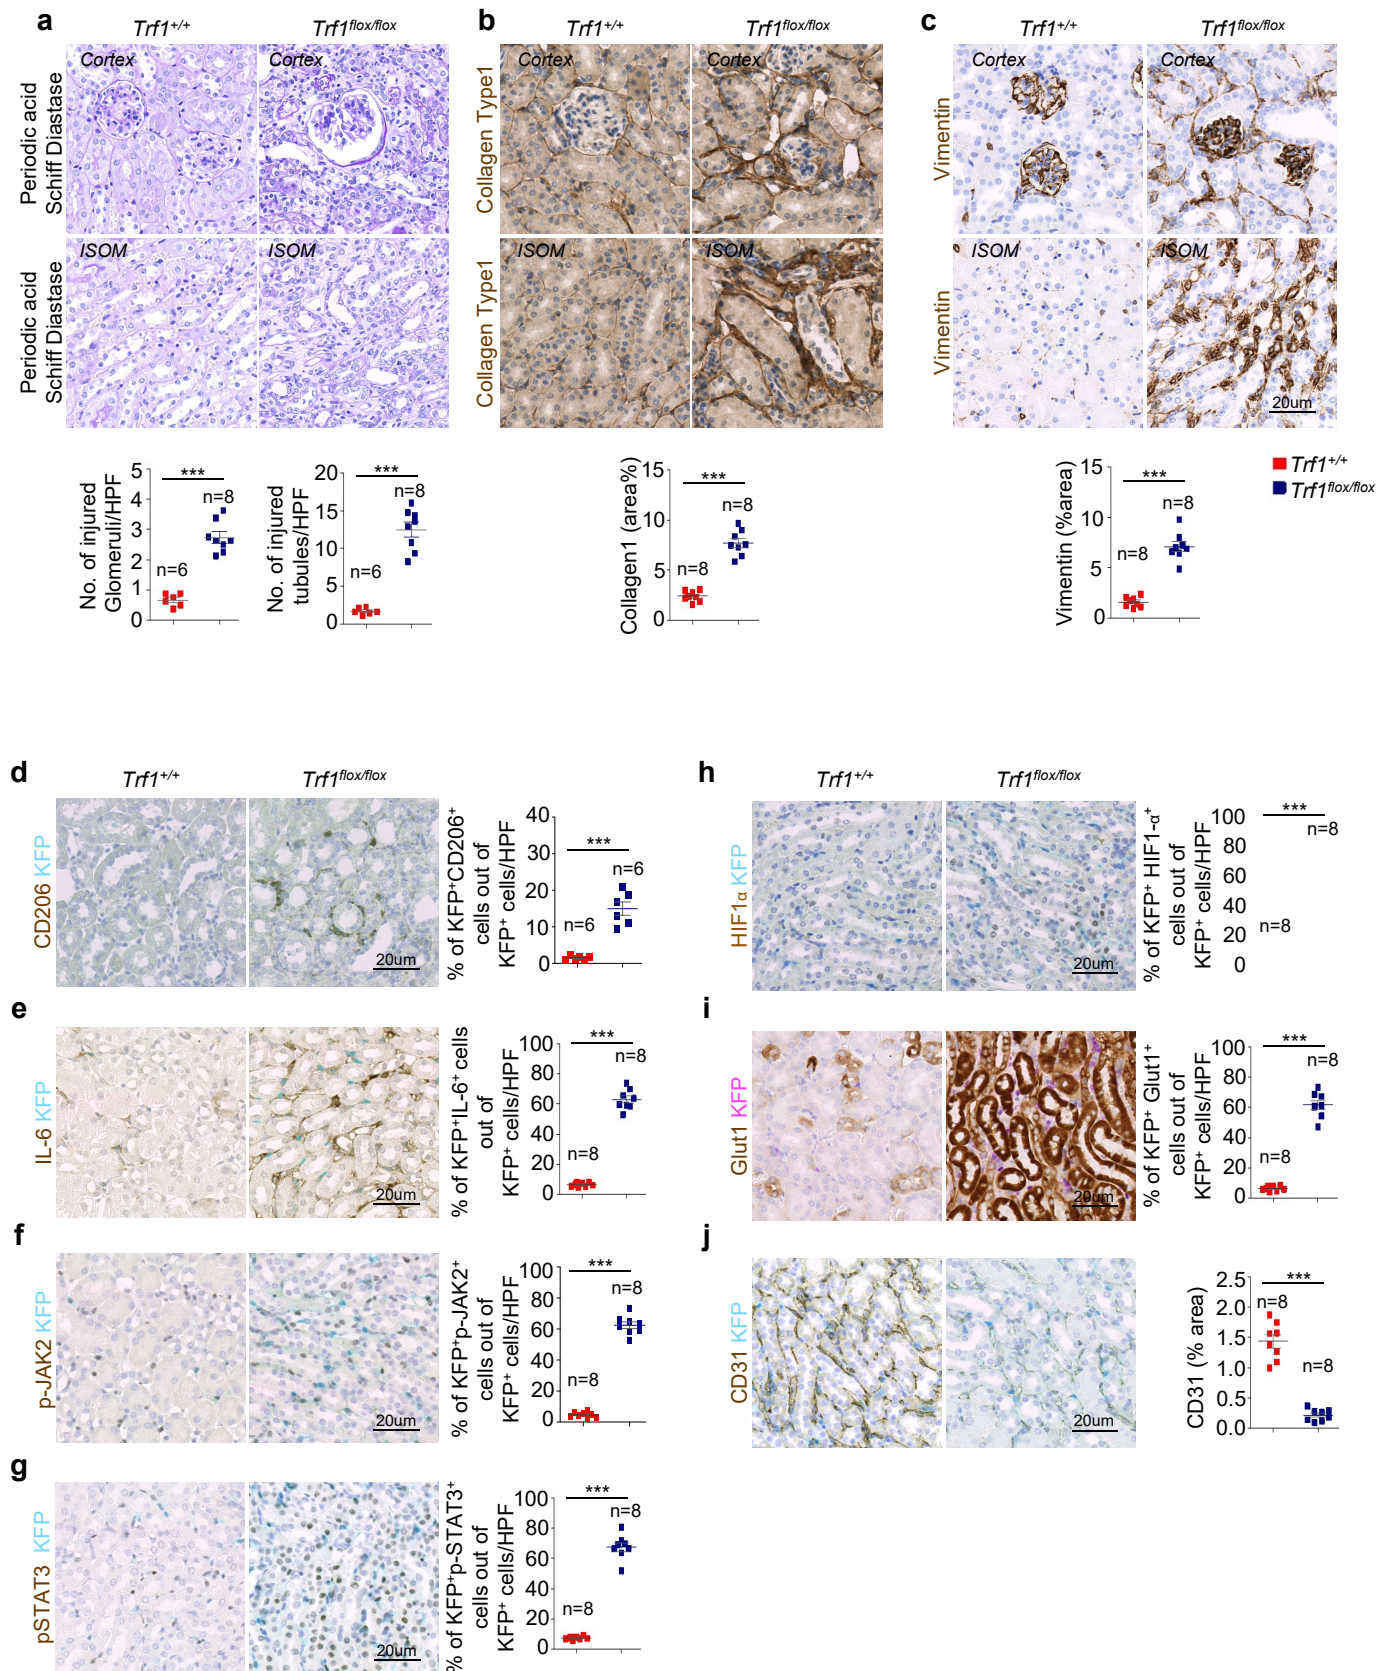

Supplementary Fig. 5

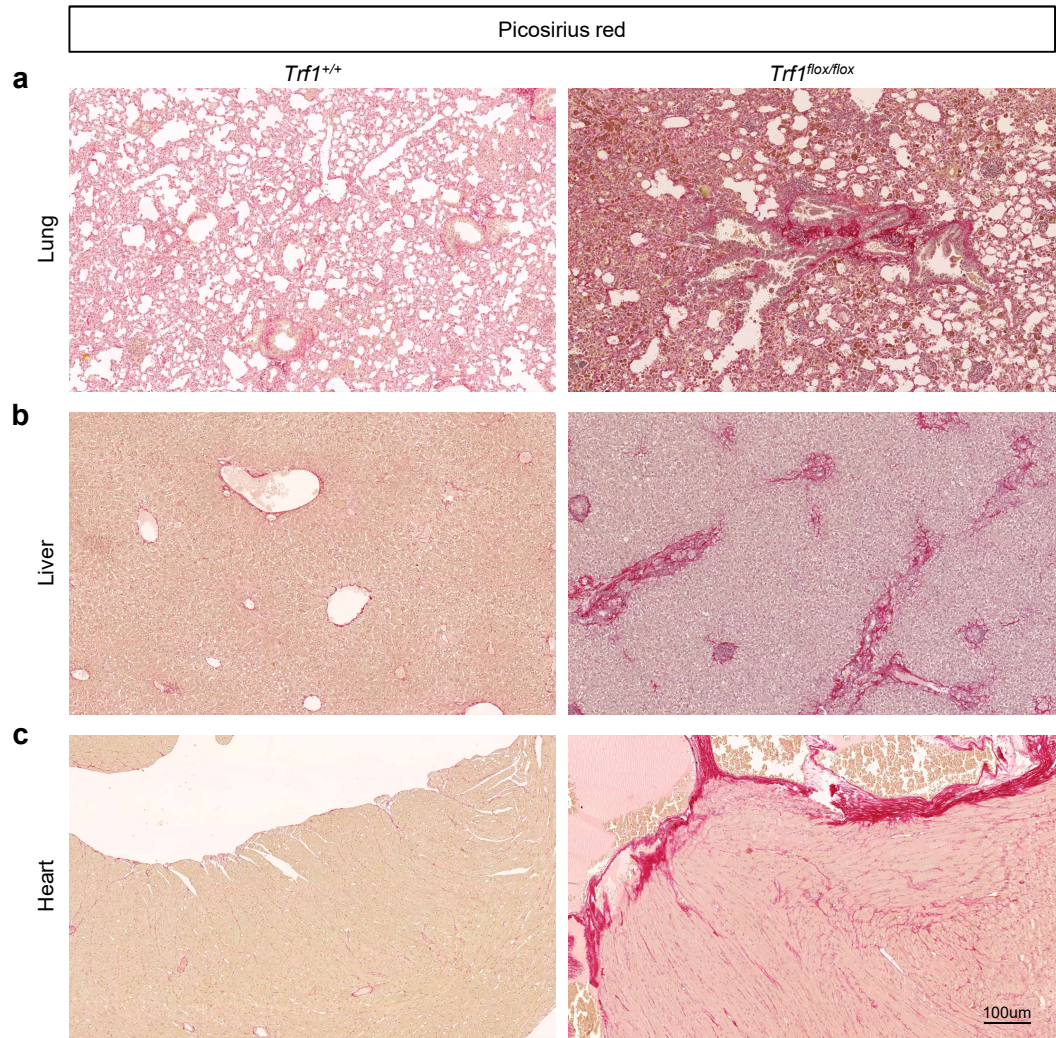

Supplementary Fig. 6

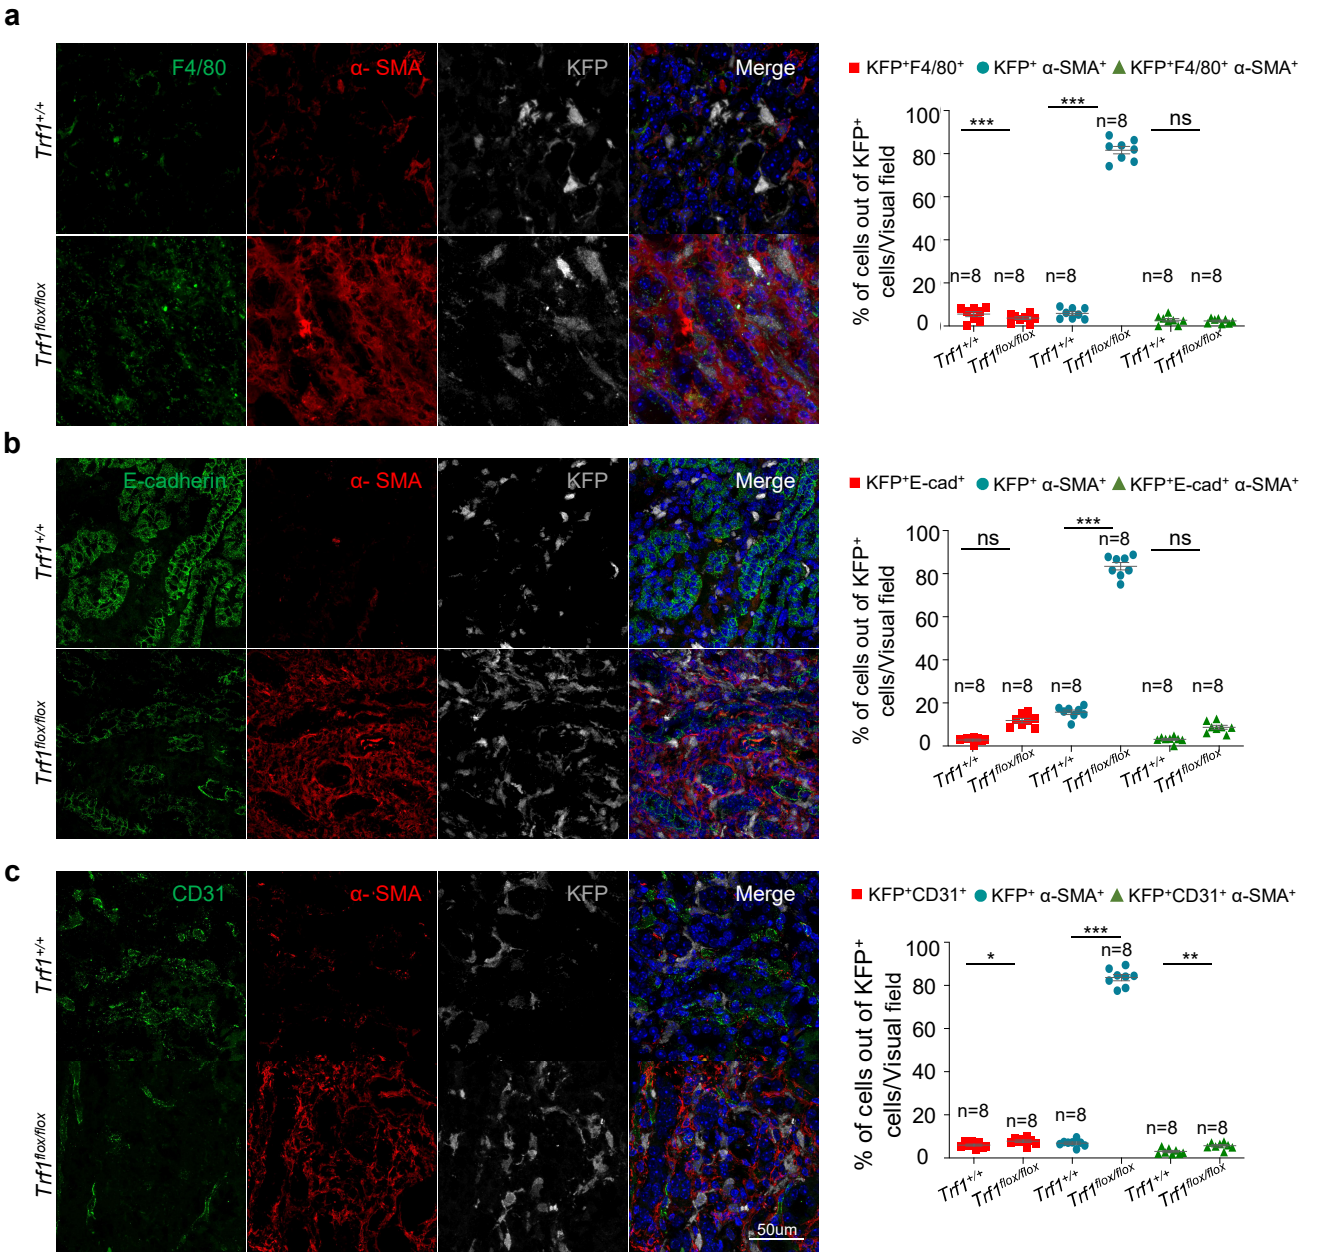

Supplementary Fig. 7

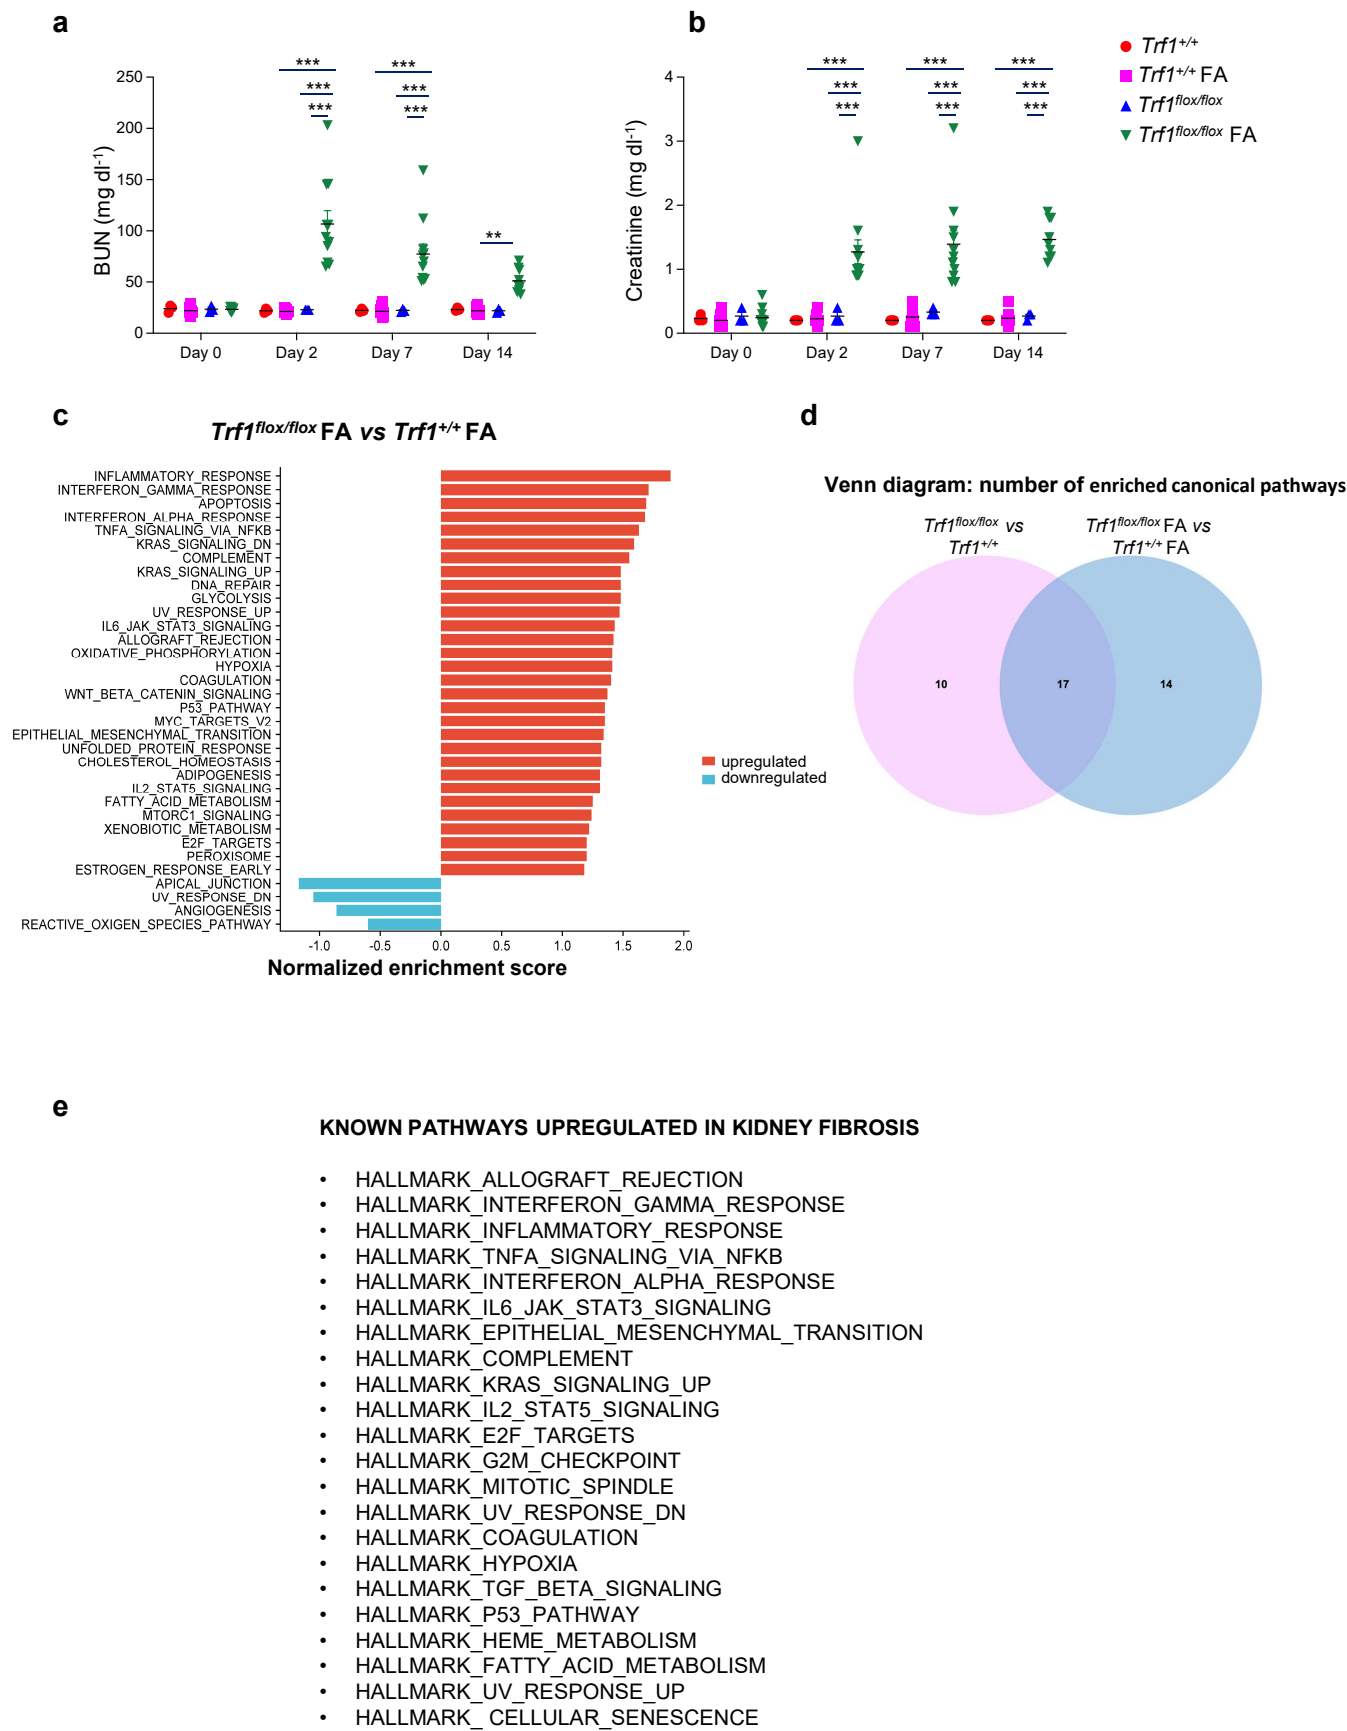

## Supplementary Information

### Supplementary Figures

#### Supplementary Fig. 1. Conditional deletion of *Trf1* in fibroblasts

**a** Generation of the conditional knockout mouse model in which *Trf1* was deleted in fibroblasts using the Cre recombinase driven by the *Col1a2* promoter. **b** Body weight and **c** kidney to body weight ratio in *Trf1<sup>flox/flox</sup>* compared to *Trf1<sup>+/+</sup>* mice. **d** blood creatinine **e** blood urea nitrogen (BUN) **f** urinary albumin-to-creatinine ratio (uACR) in *Trf1<sup>flox/flox</sup>* compared to *Trf1<sup>+/+</sup>* mice. **g** Representative H & E of liver, lung and heart in *Trf1<sup>flox/flox</sup>* compared to *Trf1<sup>+/+</sup>* mice. **h** Representative images (six to eight visual fields) and quantifications of immunolabeling for CD206,  $\alpha$ -SMA and KFP in *Trf1<sup>flox/flox</sup>* compared to *Trf1<sup>+/+</sup>* mice. Nuclei are stained with DAPI (blue). Data are represented as mean  $\pm$  SEM. An unpaired, two-tailed Student's *t*-test was used. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. The number of mice analyzed per genotype is n=8, if not indicated.

#### Supplementary Fig. 2. Flow cytometry cell isolation

**a** Schematic summary of the experimental protocol used to isolate CD29<sup>+</sup> or CD29<sup>+</sup> KFP<sup>+</sup> or KFP<sup>+</sup> cells from *Trf1<sup>flox/flox</sup>* and *Trf1<sup>+/+</sup>* kidneys. **b** Gating strategy for isolating fibroblasts from *Trf1<sup>flox/flox</sup>* and *Trf1<sup>+/+</sup>* kidneys. **c** Results of GSEA Hallmark pathways (FDR < 25%) in *Trf1<sup>flox/flox</sup>* compared to *Trf1<sup>+/+</sup>* mice. GSEA enrichment plots of hallmark gene dataset showed the enrichment in **d** IL2-STAT5 signaling **e** Interferon Gamma Response **f** Complement system in the kidneys of *Trf1<sup>+/+</sup>* and *Trf1<sup>flox/flox</sup>* mice. **g** ELISA of pSTAT3 in the kidneys of *Trf1<sup>+/+</sup>* and *Trf1<sup>flox/flox</sup>* mice. All groups, *n* = 3 mice for each group. Data are represented as mean  $\pm$  SEM. An unpaired, two-tailed Student's *t*-test was used. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001.

#### Supplementary Fig. 3. Effects of short term and long-term fibroblast-specific deletion of *Trf1*

Representative immunostainings (15-20 visual fields) and quantifications **a** CD31<sup>+</sup> **b** VEGFR2<sup>+</sup> in *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> kidneys **c** Body weight **d** kidney to body weight ratio **e** Blood creatinine **f** blood urea nitrogen (BUN) in *Trf1*<sup>flox/flox</sup> compared to *Trf1*<sup>+/+</sup> mice at HEP. Representative immunostainings (15-20 visual fields) and quantifications **g** Col1a2<sup>+</sup>KFP<sup>+</sup> **h** p-H2AX<sup>+</sup>KFP<sup>+</sup> in *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> kidneys. Data are represented as mean ± SEM. An unpaired, two-tailed Student's *t*-test was used. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. The number of mice analyzed per genotype is n=8, if not indicated.

**Supplementary Fig. 4. Fibroblast-specific deletion of *Trf1* exacerbates inflammatory response, hypoxia, and vascular rarefaction at HEP**

Representative images (15-20 visual fields) and quantifications of **a** PAS+D **b** Collagen I **c** Vimentin **d** CD206<sup>+</sup> KFP<sup>+</sup> **e** IL6<sup>+</sup> KFP<sup>+</sup> **f** p-JAK2<sup>+</sup> KFP<sup>+</sup> **g** p-STAT3<sup>+</sup> KFP<sup>+</sup> **h** HIF-1α<sup>+</sup> KFP<sup>+</sup> **i** Glut1<sup>+</sup> KFP<sup>+</sup> **j** CD31 in *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> kidneys. Data are represented as mean ± SEM. An unpaired, two-tailed Student's *t*-test was used. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. The number of mice analyzed per genotype is n=8, if not indicated.

**Supplementary Fig. 5. Long-term and persistent fibroblast-specific deletion of *Trf1* leads to signs of fibrosis in different organs at HEP**

Representative images and quantifications of Picosirius red stainings in **a** Lung **b** Liver **c** Heart in *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> mice. Scale bars, 100μm. The number of mice analyzed per genotype is n=8, if not indicated.

**Supplementary Fig. 6. Persistent long-term fibroblast-specific deletion of *Trf1* leads to acquisition of a mesenchymal phenotype via MMT, partial EMT and EndMT at HEP**

**a** Representative image (six to eight visual fields) and quantifications of immunolabeling for F4/80, α-SMA and KFP in *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> kidneys. **b** Representative images (six to eight visual fields) and quantifications of immunolabeling for E-cadherin, α-SMA and KFP in *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> kidneys. **c** Representative images (six to eight visual fields) and quantifications

of immunolabeling for CD31,  $\alpha$ -SMA and KFP in *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> kidneys. Nuclei are stained with DAPI (blue). Data are represented as mean  $\pm$  SEM. An unpaired, two-tailed Student's *t*-test was used. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. The number of mice analyzed per genotype is n=8, if not indicated.

**Supplementary Fig. 7. Effect of Trf1 deletion on Folic acid-induced fibrosis model.**

**a** Blood urea nitrogen (BUN) **b** blood creatinine in the kidneys of *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> mice untreated or treated with FA at a dose of 125 mg kg<sup>-1</sup>. Representative images (10 to 15 visual fields) **c** Results of GSEA Hallmark pathways (FDR < 25%) **d** Venn diagram representing number of enriched canonical pathways in the kidneys of *Trf1*<sup>+/+</sup> and *Trf1*<sup>flox/flox</sup> mice untreated or treated with FA at a dose of 125 mg kg<sup>-1</sup>. **e** Known pathways set. Data are represented as mean  $\pm$  SEM. An unpaired, two-tailed Student's *t*-test was used. \**p* < 0.05, \*\**p* < 0.01, \*\*\**p* < 0.001. The number of mice analyzed per genotype is n=8, if not indicated.

**Supplementary Table 1: RT-qPCR primers**

| <b>Gene</b>     | <b>Sequence (5'- 3')</b>      |
|-----------------|-------------------------------|
| Acta2 F         | ATCACCAACTGGGACGACAT          |
| Acta2 R         | AGTGTCGGATGCTCTTCAGG          |
| Ca9 F           | TACGAACAGTTGCTGTCCCA          |
| Ca9 R           | GGTAGTAGCGGCTGAGGTCC          |
| Cd4 F           | ACCAGAGGAAGATTCTGGGG          |
| Cd4 R           | TCAAAACGATCAAACCTGCGA         |
| Cd8a F          | GATTGGACTTCGCCTGTGAT          |
| Cd8a R          | GCCTTCCTGTCTGACTAGCG          |
| Cd8b F          | ATGTGAAGCCAGAGGACAGTG         |
| Cd8b R          | GGGGCAGTTGTAGGAAGGAC          |
| Cdh1 F          | <i>GCAGAACTGTCCCTGTCC CAG</i> |
| Cdh1 R          | <i>GAACAGCACGTACACAGC CCT</i> |
| Cdkn1a F        | TGTCCGTCAGAACCCATGC           |
| Cdkn1a R        | AAAGTCGAAGTTCCATCGCTC         |
| Cdkn1b F        | AACGTGCGAGTGTCTAACGG          |
| Cdkn1b R        | CCCTCTAGGGGTTTGTGATTCT        |
| Cxcl10 F        | AGGGTCGTGACTGAAAACCA          |
| Cxcl10 R        | AGCGTGGTGACCATTTCAA           |
| Emr1 F          | GCACCATCTTGCTGGAGACT          |
| Emr1 R          | TTCATTGATGACTTTGCTTTTCG       |
| GAPDH F         | AGGTCGGTGTGAACGGATTTG         |
| GAPDH R         | TGTAGACCATGTAGTTGAGGTCA       |
| Hif1 $\alpha$ F | TAGTAAGCGGAGATCGGGTG          |
| Hif1 $\alpha$ R | CTGAGGGGTTATGGATGCAA          |

|                   |                        |
|-------------------|------------------------|
| IL15 $\alpha$ - F | TTAAGCGGAAAGCTGGAACA   |
| IL15 $\alpha$ R   | GTCATTTTGGAAGTGTGGGG   |
| IL17rb F          | GTGTGGCAGCAGAGGAGTTT   |
| IL17rb R          | TGTTGTTTTTGCCACTCACG   |
| IL18r1 F          | TAGTCTCACTTGCTGGGCG    |
| IL18r1 R          | GATGCATGTTTAGGCTTCCACT |
| IL1 $\beta$ F     | GCTGAAAGCTCTCCACCTCA   |
| IL1 $\beta$ R     | CCAAGGCCACAGGTATTTTG   |
| IL1r1 F           | CTCATTTGTCTCATGGTGCCT  |
| IL1r1 R           | TGGAGTAAGAGGACACTTGCG  |
| IL6st F           | TTGATTGCAAACGTGGATTG   |
| IL6st R           | TGAATCGGAAACAAGTTCGC   |
| Kdr F             | GCGACCCCAAATTCCATTAT   |
| Kdr R             | CCGGCTCTTTCGCTTACTG    |
| Lnc2 F            | CAATGTCACCTCCATCCTGG   |
| Lnc2 R            | CCTGGAGCTTGGAACAAATG   |
| Nfk $\beta$ 1 F   | TCCGGGAGCCTCTAGTGAG    |
| Nfk $\beta$ 1 R   | CTTTGCAGGCCCCACATAGT   |
| Nfk $\beta$ 2 F   | GGCCGGAAGACCTATCCTACT  |
| Nfk $\beta$ 2 R   | CTACAGACACAGCGCACACT   |
| Pecam F           | AAACCGTATCTCCAAAGCCAG  |
| Pecam R           | ACAGGTCCAACAACCTCCCCT  |
| Smad3 F           | TGAACACCAAGTGCATTACCA  |
| Smad3 R           | AGGCGGCAGTAGATAACGTG   |
| Snai1 F           | ACCCTGCTGGTATCTCTCCC   |
| Snai1 R           | TCTTCACATCCGAGTGGGTT   |
| Snai2 F           | GGCTGCTTCAAGGACACATT   |

|           |                        |
|-----------|------------------------|
| Snai2 R   | GTGCCCTCAGGTTTGATCTG   |
| Terf1 F   | TGGAAAATGAGAAAGCGAGG   |
| Terf1 R   | TTTCTGTAGACTGCTGGCCATT |
| Tgfb1 F   | GGAGAGCCCTGGATACCAAC   |
| Tgfb1 R   | ATCCACTTCCAACCCAGGTC   |
| Tnfaip3 F | AGAAGTGTCCAGGCTTCCCT   |
| Tnfaip3 R | ATGCATGAGGCAGTTTCCAT   |
| Traf1 F   | ATGCAGAGCAGACAACCTCC   |
| Traf1 R   | TGAAGGAACAGCCAACACCT   |
| Twist F   | CACGCTGCCCTCGGACAA     |
| Twist R   | GGGACGCGGACATGGACC     |
| Zeb1 F    | CCAAGAACTGCTGGCAAGA    |
| Zeb1 R    | TTCGGATCATGGTTTTGCTC   |
| Zeb2 F    | AAACAAGCCAATCCCAGGAG   |
| Zeb2 R    | GAGGGTTTGCAAGGCTATCA   |

**Supplementary Table 2:** Blood parameters of mice at day 0 2, 7 and 14 post-FA.

| Parameters           |        | <i>Trf1</i> <sup>+/+</sup> | <i>Trf1</i> <sup>+/+</sup> FA | <i>Trf1</i> <sup>flox/flox</sup> | <i>Trf1</i> <sup>flox/flox</sup> FA |
|----------------------|--------|----------------------------|-------------------------------|----------------------------------|-------------------------------------|
| Calcium(mg/dL)       | Day 0  | 10.3 ± 0.1                 | 10.32 ± 0.200                 | 10.43 ± 0.305                    | 10.35 ± 0.206                       |
|                      | Day 2  | 10.06 ± 0.057              | 10.23 ± 0.170                 | 10.3 ± 0.173                     | 11.748 ± 0.787 <sup>a,b,c</sup>     |
|                      | Day 7  | 10.4 ± 0.173               | 10.5 ± 0.260                  | 10.46 ± 0.305                    | 12.25 ± 0.738 <sup>a,b,c</sup>      |
|                      | Day 14 | 10.36 ± 0.115              | 10.46 ± 0.224                 | 10.23 ± 1.527                    | 12.64 ± 0.320 <sup>a,b,c</sup>      |
| Phosphorus (mg/dL)   | Day 0  | 5.96 ± 0.208               | 5.85 ± 1.073                  | 6.03 ± 0.378                     | 5.85.87 ± 0.452                     |
|                      | Day 2  | 5.6 ± 0.529                | 5.32 ± 0.827                  | 5.3 ± 0.953                      | 8.12 ± 1.920 <sup>b,c,d</sup>       |
|                      | Day 7  | 5.9 ± 0.264                | 5.66 ± 0.812                  | 5.96 ± 0.776                     | 9.44 ± 1.999 <sup>a,b,c</sup>       |
|                      | Day 14 | 6.33 ± 0.321               | 6.23 ± 0.320                  | 6.43 ± 0.208                     | 10.17 ± 1.992 <sup>a,b,c</sup>      |
| Sodium (mMol/L)      | Day 0  | 147 ± 1.732                | 145.45 ± 2.018                | 144.66 ± 1.527                   | 145.09 ± 1.578                      |
|                      | Day 2  | 145 ± 3                    | 143.5 ± 3.439                 | 145.66 ± 0.577                   | 146.54 ± 2.207 <sup>a,b,f</sup>     |
|                      | Day 7  | 143.33 ± 4.041             | 141.18 ± 2.60                 | 144.33 ± 2.081                   | 147.09 ± 2.913 <sup>a,b</sup>       |
|                      | Day 14 | 143.66 ± 0.577             | 140 ± 2.449                   | 143 ± 3.605                      | 149.77 ± 2.728 <sup>a,b,c,g,h</sup> |
| Albumin (g/dL)       | Day 0  | 4.26 ± 0.115               | 4.24 ± 0.191                  | 3.76 ± 1.265                     | 4.17 ± 0.110                        |
|                      | Day 2  | 3.73 ± 0.208               | 3.8 ± 0.2                     | 3.55 ± 1.208                     | 3.53 ± 0.374                        |
|                      | Day 7  | 3.73± 0.057                | 3.97 ± 0.261                  | 3.45 ± 1.140                     | 3.72 ± 0.228 <sup>a,b,f</sup>       |
|                      | Day 14 | 3.76± 0.152                | 3.99 ± 0.273                  | 3.52 ± 1.159                     | 4.26 ± 0.187 <sup>a,b,c</sup>       |
| Total Protein (g/dL) | Day 0  | 5.73 ± 0.152               | 5.62 ± 0.148                  | 5.66 ± 0.152                     | 5.52 ± 0.100                        |
|                      | Day 2  | 5.5 ± 0.1                  | 5.5 ± 0.189                   | 5.66 ± 0.251                     | 6.07 ± 0.462 <sup>e,f</sup>         |
|                      | Day 7  | 5.46 ± 0.208               | 5.56 ± 0.287                  | 5.66 ± 0.057                     | 6.50 ± 0.717 <sup>a,b,g</sup>       |
|                      | Day 14 | 5.56 ± 0.404               | 5.62 ± 0.319                  | 5.6 ± 0.2                        | 6.85 ± 0.461 <sup>a,b,c</sup>       |
| Globulin(g/dL)       | Day 0  | 1.46 ± 0.057               | 1.43 ± 0.220                  | 1.43 ± 0.057                     | 1.40 ± 0.943                        |
|                      | Day 2  | 1.56 ± 0.057               | 1.609 ± 0.157                 | 1.46 ± 0.152                     | 2.26 ± 0.576 <sup>a,b,c</sup>       |
|                      | Day 7  | 1.73 ± 0.057               | 1.67 ± 0.110                  | 1.66 ± 0.115                     | 2.62 ± 0.431 <sup>a,b,c</sup>       |
|                      | Day 14 | 1.56 ± 0.110               | 1.64 ± 0.150                  | 1.6 ± 0.3                        | 2.83 ± 0.269 <sup>a,b,c</sup>       |

<sup>a</sup>p < 0.001 *Trf1*<sup>+/+</sup> vs. *Trf1*<sup>flox/flox</sup> FA; <sup>b</sup>p < 0.001 *Trf1*<sup>+/+</sup>FA vs *Trf1*<sup>flox/flox</sup> FA; <sup>c</sup>p < 0.001 *Trf1*<sup>flox/flox</sup> vs.

*Trf1*<sup>flox/flox</sup> FA

<sup>d</sup>p < 0.01 *Trf1*<sup>+/+</sup> vs. *Trf1*<sup>flox/flox</sup> FA; <sup>e</sup>p < 0.001 *Trf1*<sup>flox/flox</sup> vs. *Trf1*<sup>flox/flox</sup> FA

<sup>f</sup>p < 0.05 *Trf1*<sup>flox/flox</sup> FA vs. *Trf1*<sup>+/+</sup> FA; <sup>g</sup>p < 0.01 *Trf1*<sup>flox/flox</sup> vs. *Trf1*<sup>flox/flox</sup> FA; <sup>h</sup>p < 0.01 *Trf1*<sup>+/+</sup> vs. *Trf1*<sup>flox/flox</sup> FA

Data are presented as mean ± standard deviation of the mean.

How the deposited data were processed for this re-analysis (not part of the article)

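RNA of kidney cells sorted by CD29 and KFP from 3 *Trf1*+/+ and 3 *Trf1* flox/flox mice was sequenced, with 1 library of 500 cells per mouse. The groups were taken from the deposited sample descriptions, which give the genotype of each library, and the replicate numbers 1 to 6 pair no mice. The authors removed adapters and poly(A) tails, aligned the reads to GRCm38 with TopHat as if the libraries were stranded, although they describe them as non-stranded, and counted reads on GENCODE genes with HTSeq-count. The deposited values are a normalized signal per gene and library, in which the authors divided read counts by a single size factor per library. The size factors recovered from the spacing of the values equal those of DESeq2's median of ratios computed from the recovered reads of the same table. All of the values (100%) were whole reads after this step. The table lists 12125 genes, and the rule by which they were chosen is not given in the paper's text. The listed genes hold between 10263382 and 12248797 reads per library, which is part of each library and not its whole depth. The table has 0 other columns of values per sample.

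Normalized counts were log2 transformed after adding 1. Genes with at least 10 normalized counts in at least 3 libraries were tested, which left out 2159 of the listed genes. The groups were compared with limma (version 3.58.1, trended prior) in R (version 4.3.3), with Benjamini-Hochberg adjustment and a threshold of 0.05. The paper's text does not name the test behind its numbers of differentially expressed genes or the statistic that ranked its genes for GSEA. On the recovered reads, edgeR (version 4.0.16, quasi-likelihood test) and DESeq2 (version 1.42.0) were run as alternatives. They placed 0 and 58 genes under the threshold. Enrichment was computed with fgsea (version 1.28.0, random seed 1) on genes ranked by limma's moderated statistic, with a threshold of 0.25 on the adjusted p. Its gene sets were 9 lists of pathway genes (688 entries) written by hand from general knowledge, which are not the hallmark collection, and the Reactome sets of 15 to 500 genes that come with fgsea. For each list and each heatmap of the paper, the median log2 fold change was tested with an exact two-sided permutation of the 6 libraries, which has 10 different splits and cannot give a p under 0.1. The 63 genes of the heatmaps were read by eye from the figures.

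The genes named are *Terf1*, the genes the paper names, the 5 genes with the smallest unadjusted p in each direction, since fewer than 10 genes passed the threshold, and at most 3 members of each pathway or marker list with the largest statistics. Some genes that this rule selects are not reported here. The rule, the groups, the filter, the comparisons between the groups with their tests, the pathway and marker lists and the alternatives in processing were set before the data were examined, and the closing section names the further tests that were not. The alternatives were pseudocounts of 0.5 and 5, no filter on low values, libraries rescaled to the same upper quartile, each library left out in turn, edgeR, DESeq2, limma with library weights, and ranking by log2 fold change. When a group was at or under 3 reads in all its libraries, the mean of the other group was divided by the value of 3 reads. This fold is a lower bound for the ratio of the means and not for each library. Gene positions and identifiers were taken from the GENCODE annotation of GRCm38 and joined to the table by gene symbol.

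The tests were also tried on simulated data with 3 libraries per group and 200 genes changed 8-fold. With a dispersion of 0.1, limma recovered 99.5% of the changed genes with 3.40% of its calls false, edgeR 99% with 3.41% and DESeq2 99% with 7.91%. With the dispersion of these libraries (median 1.80), limma recovered 12.5% with 24.2% false, edgeR 9.5% with 17.4% false and DESeq2 29% with 71% false. The libraries of FA-treated mice, RT‒qPCR, ELISA and staining were not analysed here. No list of IL2-STAT5 signaling was tested.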

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

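The tests of the respiratory electron transport set, and the count of other splits for DESeq2, were chosen only after the results were seen.

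Genes that mark kidney tubule cells are not discussed in the RNA-seq results of the paper. They held a measurable share of the reads in all 6 libraries of sorted cells. A list of 28 tubule marker genes held between 2.25% (*Trf1*+/+ replicate 2) and 5.72% (*Trf1* flox/flox replicate 6) of the reads on the listed genes. Fibroblast marker genes held between 0.00105% and 0.0157%, but only 5 of the 15 on the list are in the table. *Col1a2*, whose promoter drives Cre recombinase in these mice, had at most 2 reads in each library. A candidate explanation is RNA of tubule cells in the libraries of sorted cells. Tubule marker genes held more reads than fibroblast marker genes in 6 of 6 libraries, but since most fibroblast markers have no value in the table, this comparison was nearly fixed in advance and cannot tell RNA of tubule cells apart from expression of these genes in the sorted cells. Between the genotypes, the median log2 fold change was 0.68 for proximal tubule genes and 0.49 for other tubule genes, with an exact two-sided permutation p of 0.5 for each (the smallest possible is 0.1). Members moved in both directions, with 11 proximal tubule genes higher and 5 lower, and 9 other tubule genes higher and 3 lower, so the medians do not show that tubule genes are unchanged.

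*Trac*, the constant region of the T cell receptor alpha chain, is not discussed in the paper. It was listed at 0 in all 3 *Trf1*+/+ libraries and had a mean of 149.9 ± 79.8 (SD, n = 3) normalized counts in the *Trf1* flox/flox libraries (172, 216 and 61.3), at least 55.4-fold higher. It was higher in 3 of 3 *Trf1* flox/flox libraries, its adjusted p in limma was 0.970, and DESeq2 was the only alternative with all 6 libraries in which it passed 0.05. Groups that do not overlap are not rare here, with 865 tested genes (8.68%, where chance gives 10%). In DESeq2, 5 of the 10 splits of the 6 libraries gave at least as many genes as the 58 of the real split. Neither count shows how often chance gives a gene at 0 throughout 1 group and high in the other. Whether *Trac* separates the groups by chance could therefore not be decided. *Trac* is the only one of 12 lymphocyte marker genes in the table, so RNA of T cells was not tested as a source. No biological explanation was tested.

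The Reactome set of respiratory electron transport, which the paper does not discuss, had an NES of -2.33 in *Trf1* flox/flox mice, with 49 of 64 genes lower and a median log2 fold change of -0.21. None of its tested genes (0) belongs to the mitochondrial genome. The genes of the set have high values, with a median of 12.3 on the log2 scale against 6.58 for all tested genes. Random lists of genes with the same mean values had as low a median in 66.0% of draws. Without the library labelled *Trf1*+/+ replicate 1, the NES was 0.98 (adjusted p = 0.843 from fgsea's permutation of genes). Of the 10 splits of the libraries, 5 gave an NES at least as large in either direction. The pattern may therefore come from the high values of these genes together with the low number of genes detected in that library, and it cannot be told apart from a chance split. No biological explanation was tested.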

How the results depend on the processing

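No alternative in processing was added after the results were seen. The number of genes with an adjusted p under 0.05 was 0 with both other pseudocounts, without the filter, with the upper quartile scaling, with library weights, with edgeR and with each library left out, and it was 58 in DESeq2. The unadjusted p was under 0.05 for between 196 and 650 genes over these settings. The median log2 fold changes of the 3 heatmaps kept their positive sign under all alternatives run for them (30 values), from 1.80 to 4.57. This sign shows no stability, since the paper presents these genes as upregulated in the same libraries. The paper's text does not say how they were chosen. None of the 9 pathway lists passed 0.25 under most settings, 1 did when genes were ranked by log2 fold change (Tgf-β signaling, NES 1.56), and between 0 and 1 did with each library left out. Of the genes listed, 12110 had a value above 0 in at least 1 library and 7049 in all 6. The cause of the changes below was not tested unless a value is given.

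The number of Reactome sets moved most. With the upper quartile scaling 6 sets were higher and 0 lower, and when genes were ranked by log2 fold change 3 were higher and 2 lower. Across the 6 fits that each left out 1 library, between 7 and 120 sets were higher and between 2 and 49 were lower.

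With a pseudocount of 0.5, the median log2 fold change of the TNFα list was -0.098. With a pseudocount of 5, the log2 fold change of *Il7* was 0.10. Without the filter, the NES of the G2M list was 1.01, and the medians of the angiogenesis and TNFα lists were -0.13 and -0.060. With the upper quartile scaling, which moved the median of all tested genes from 0.20 to 0.44, the NES was 0.76 for angiogenesis, 0.95 for complement, 0.91 for G2M and 0.67 for TNFα, and the log2 fold changes of *Lamb1* and *Il7* were 0.27 and 0.066. When genes were ranked by log2 fold change, the NES was 0.67 for complement, 0.96 for G2M and 0.95 for TNFα. With edgeR, where the median of all tested genes was -0.04, the NES of hypoxia was -1.06, and the log2 fold changes were 0.19 for *Lamb1*, 0.50 for *Il7*, 0.71 for *Traf2*, 2.13 for *Hba-a1* and 2.07 for *Hba-a2*. With DESeq2, where that median was -0.05, the NES of hypoxia was -1.01, and the log2 fold changes were 0.25 for *Lamb1*, 0.46 for *Il7*, 0.80 for *Traf2*, 2.03 for *Hba-a1* and 1.97 for *Hba-a2*.

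Across the fits that each left out 1 library, the NES ranged from -1.20 to 0.83 for angiogenesis, from -0.97 to 0.85 for complement, from -0.86 to 1.25 for G2M, from -1.22 to 1.09 for hypoxia, from -1.05 to 1.32 for the inflammatory response, from -1.02 to 0.79 for TNFα and from 0.92 to 1.60 for IL-6-JAK-STAT3. The median log2 fold changes ranged from -0.18 to 0.30 for angiogenesis, from -0.28 to 0.82 for G2M, from -0.55 to 0.40 for TNFα, from -0.32 to 1.08 for IL-6-JAK-STAT3, from -0.32 to 1.02 for IFN-γ, from -0.078 to 0.48 for complement and from -0.065 to 0.21 for hypoxia. Those of marker genes ranged from -0.010 to 1.15 for the proximal tubule and from -4.46 to 0.39 for erythroid cells. For other tubule genes the median stayed positive but fell as low as 0.062, with a highest value of 0.83. Single genes also changed sign in these fits, where the log2 fold change ranged from -3.38 to 0.15 for *Terf1*, from -0.038 to 1.93 for *Itga1*, from -0.66 to 0.39 for *Lamb1*, from -0.48 to 3.77 for *Tgfbr2*, from -0.48 to 1.59 for *Il10rb*, from -1.30 to 1.44 for *Il7*, from -1.89 to 2.52 for *Stat6*, from -1.82 to 1.70 for *Traf2*, from -0.16 to 2.87 for *Fgfr1*, from -1.45 to 3.34 for *P4ha1*, from -0.39 to 1.07 for *Cdh1*, from -0.16 to 3.47 for *Nrp1*, from -4.70 to 0.15 for *Hba-a1*, from -4.46 to 0.39 for *Hba-a2* and from -4.47 to 0.065 for *Alas2*. In DESeq2, 6 of the genes named passed 0.05 that did not pass it in limma. For single genes, 1165 of the values under an alternative kept both their sign and their side of the threshold and 41 changed sign. The spread between libraries limits the test. On simulated data with little spread limma recovered 99.5% of genes changed 8-fold, and with the spread of these libraries it recovered 12.5%. The simulations did not vary the depth, so they cannot tell how much the depth limits the test.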

Differences from the paper's values

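No test here was chosen after the results were seen, and the lists of genes used here are not the hallmark sets behind the paper's values. For Tgf-β signaling, the paper's NES is 1.6 and the value here was 1.25. When the genes were ranked by log2 fold change it was 1.56, and none of the other alternatives set before the data were examined closed the gap. For the G2M checkpoint, the paper's NES is 1.6 and the value here was -0.87. The alternatives that came within the error taken for this value, the standard deviation over the fits that each left out 1 library (0.961), were no filter (1.01), the upper quartile scaling (0.91), ranking by log2 fold change (0.96) and leaving out replicate 1 (1.25), replicate 3 (0.80) or replicate 5 (0.68), and the others did not.

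For TNFα signaling via NF-κβ, the paper's NES is 1.68 and the value here was -0.93. It came within the error (0.941) when the genes were ranked by log2 fold change (0.95) and without replicate 1 (0.79), replicate 5 (0.77) or replicate 6 (0.74), and not under the other alternatives. For the complement cascade, the paper's NES is 1.21 and the value here was -0.63. It came within the error (0.690) with the upper quartile scaling (0.95), with ranking by log2 fold change (0.67) and without replicate 5 (0.85), and not under the others. For angiogenesis, the paper's text prints a positive NES for a reduction, while Fig. 5a shows about -1.8, read by eye. The value of Fig. 5a was taken for the comparison, and the NES here was -0.76. It came within the error (0.875) without the filter (-1.12), with edgeR (-1.04), with DESeq2 (-1.18) and without replicate 4 (-1.20), and not under the others. For these 4 lists the error is wide because the NES changed sign among the fits that each left out 1 library, and some of those fits are themselves compared with it. A value within the error therefore shows little more than the same sign as the paper's value. No setting reached the paper's value for any of the 4 lists: the nearest were 1.25 for G2M, 0.95 for TNFα, 0.95 for complement and -1.20 for angiogenesis.

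The paper's number of DEGs between *Trf1* flox/flox and *Trf1*+/+ mice is 29504. The deposited table lists 12125 genes, and the number with an adjusted p under 0.05 was 0 in limma, with 312 at an unadjusted p under 0.05. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 58 and the others gave 0.

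The paper states that the sets of Figs. 3 to 5 are enriched at its threshold. Of the 9 lists used here none passed 0.25. Tgf-β signaling passed it when the genes were ranked by log2 fold change (adjusted p = 0.0703, between 0.0703 and 0.811 over its alternatives, from fgsea's permutation of genes), and IL-6-JAK-STAT3 signaling passed it without replicate 5 (adjusted p = 0.149, between 0.149 and 0.811, from fgsea's permutation of genes). The paper reports the genes of its heatmaps as upregulated. None had an adjusted p under 0.05 over all tested genes in limma, and *Pdgfc* of Fig. 4f and *Atp7a* of Fig. 5d did in DESeq2. *Lamb1* of Fig. 3c, and *Il7* and *Traf2* of Fig. 4f, had log2 fold changes of -0.01, -0.12 and -0.29, and each was positive with edgeR (0.19, 0.50 and 0.71) and DESeq2 (0.25, 0.46 and 0.80). *Il7* and *Lamb1* were also positive with the upper quartile scaling (0.07 and 0.27), and *Il7* with a pseudocount of 5 (0.10). The text of the paper describes angiogenesis as reduced and the genes of Fig. 5d as upregulated, and the legend of Fig. 5 and the text give opposite directions for hypoxia. Here the NES of hypoxia was 1.04 (adjusted p = 0.681 from fgsea's permutation of genes), and it was -1.06 with edgeR, -1.01 with DESeq2 and -1.22 without replicate 4, so its direction is not settled. All 13 tested genes of Fig. 5d were higher in *Trf1* flox/flox mice. The paper reports deletion of *Trf1* in the sorted cells, and the library labelled *Trf1* flox/flox replicate 4 had 110.0 normalized counts of *Terf1*, while the library labelled *Trf1*+/+ replicate 1 had 0.891.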

Other observations

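The tests of *Terf1*, of the genes at 0 in all libraries, of the likeness of libraries and of the splits in DESeq2 were chosen only after the results were seen, as was the list of matrix genes.

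The 6 libraries can be divided into 3 and 3 in 10 ways, so no count of splits can fall under a share of 0.1, and none of the counts below can show that the genotype matters or that it does not. All 10 splits gave as many genes as the real one in limma, where each gave 0, and between 229 and 652 genes had an unadjusted p under 0.05, with 312 in the real split. For DESeq2, 5 of the 10 splits gave at least 58 genes, and the largest number was 167. For Reactome sets, 8 of the 10 splits gave at least as many as the 18 of the real split, with up to 154. For the pathway lists all 10 splits gave at least the 0 lists of the real split, and the largest number was 4. The mean correlation of log2 values across genes was 0.636 both within and between the groups (genes are not independent replicates), and 5 of the 10 splits gave as large a difference.

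More of the tested genes had a positive than a negative log2 fold change (55.9%). The low number of genes detected in the library labelled *Trf1*+/+ replicate 1 is a candidate explanation, since without that library the share was 48.9%. Factors computed again from the recovered reads were the same as those of the authors, so the share stayed at 55.9% with them. With all 6 libraries the share was 63.9% with the upper quartile scaling and 48.3% with edgeR and with DESeq2, so it also depends on the scaling and the method. For each of the 9 pathway lists, random lists of genes with the same mean values reached as large a median log2 fold change in over 5% of draws (from 10.1% for complement to 84.8% for hypoxia), so the medians of these 9 lists cannot be told apart from those of other genes with similar values.

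In the TNFα list, genes that respond to the dissociation of tissue may account for the sign of its NES, which was -0.93 with them and 0.81 without them, neither of which passed 0.25. In the angiogenesis list, no matrix gene of fibroblasts was among the tested genes, so the median log2 fold change without such genes was the same 0.16 and the test could not show whether they matter.

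*Terf1* had 1 read in the library labelled *Trf1*+/+ replicate 1. Loss of genes of moderate expression from that library is a candidate explanation: among genes with a mean in the other 5 libraries within 1.5 times that of *Terf1*, 44.6% had at most 1 read there, against 13.5% and 14.4% in *Trf1*+/+ replicates 2 and 3, and 13.6%, 29.4% and 4.26% in *Trf1* flox/flox replicates 4, 5 and 6. A mislabelled sample cannot be told apart from it, since the library's mean correlation with the *Trf1* flox/flox libraries minus that with the other *Trf1*+/+ libraries was -0.00883, less than the spread of its correlations (0.0351).

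The table lists 15 genes at 0 in all 6 libraries, among them *Lcn2* and *C1qb*, which were singled out after their values were seen. Exons shared with another gene, whose reads the counting leaves out, were tested as a cause on the 14 genes with a position. None of them (0%) has at least 90% of its exon bases in exons of another gene, so this does not explain the zeros. No other explanation was tested.

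Some genes that the paper measured by RT‒qPCR in KFP positive cells also have values in these libraries. *Hif1a* had 1327, 449 and 642 normalized counts in *Trf1*+/+ and 239.7, 1.09 and 367 in *Trf1* flox/flox libraries, *Nfkb1* 597, 524 and 26.6 and 39.5, 103 and 121, *Zeb2* 229, 17.4 and 64.0 and 43.0, 0 and 10.3, and *Cdh1* 1136, 2769.9 and 365 and 1068, 3180.1 and 730.4. *Smad3* had 0.891, 0.829 and 0.985 in *Trf1*+/+ and 314, 0 and 35.8 in *Trf1* flox/flox libraries, *Cdkn1b* 46.3, 80.4 and 2.96 and 98.8, 190.2 and 16.5, *Il6st* 0, 99.4 and 61.1 and 317, 407 and 348, *Il15ra* 0, 215 and 218 and 823, 299 and 218, and *Traf1* 1.78, 185 and 0.985 and 202, 401 and 0.689. *Pecam1* had 7.13, 9.11 and 7.88 and 0.859, 12.0 and 3.45. *Cxcl10* was above 0 in a single library, *Trf1* flox/flox replicate 5, with 235, and *Tnfaip3* in *Trf1* flox/flox replicate 6, with 33.1. None of those tested had an adjusted p under 0.05 in limma. The paper reports *Hif1a*, *Nfkb1* and *Zeb2* as higher and *Cdh1* as lower by RT‒qPCR. Here their log2 fold changes were -3.67 (standard error 1.74), -1.36 (1.58), -3.04 (2.41) and 0.37 (0.79), in the opposite directions. *Cdkn1a*, *Cdkn1b*, *Il6st* and *Traf1*, which the paper reports as higher, were higher here as well (5.76, 1.49, 4.27 and 2.36). *Lcn2*, also reported as higher, was at 0 in all 6 libraries.

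The paper used male and female mice. The deposited sample descriptions do not give the sex of each mouse, and no comparison here took sex into account. By the genes below, the sexes were not balanced between the groups. All 3 *Trf1*+/+ libraries had reads of Y chromosome genes and at most 1 read of *Xist*, as in males. *Trf1* flox/flox replicate 4 had 1822 reads of *Xist* and 0 of *Ddx3y*, as in a female, and replicate 5 had reads of both genes. A difference between the genotypes can therefore also be a difference between the sexes. *Xist* had 0, 0.829 and 0.985 normalized counts in *Trf1*+/+ and 1566, 55.7 and 0 in *Trf1* flox/flox libraries. Of the genes of the Y chromosome, *Ddx3y* had 997, 602 and 781 in *Trf1*+/+ and 0, 116 and 291 in *Trf1* flox/flox libraries, *Eif2s3y* had 942, 1059.7 and 1376 and 0.859, 1138 and 397, *Uty* had 52.6, 159 and 321 and 2.58, 7.65 and 48.2, and *Kdm5d*, which did not pass the filter, had 0.891, 4.14 and 161 and 4.30, 2.19 and 214. The median log2 fold change of *Ddx3y*, *Eif2s3y* and *Uty*, the 3 tested genes of the list, was -3.61 (exact two-sided permutation test, p = 0.1, the smallest possible). The hemoglobin gene *Hba-a1* had 124, 668 and 2237 in *Trf1*+/+ and 13.7, 31.7 and 12286 in *Trf1* flox/flox libraries.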
